# Interaction of preimplantation factor with the global bovine endometrial transcriptome

**DOI:** 10.1371/journal.pone.0242874

**Published:** 2020-12-07

**Authors:** Ruth E. Wonfor, Christopher J. Creevey, Manuela Natoli, Matthew Hegarty, Deborah M. Nash, Michael T. Rose

## Abstract

Preimplantation factor (PIF) is an embryo derived peptide which exerts an immune modulatory effect on human endometrium, promoting immune tolerance to the embryo whilst maintaining the immune response to invading pathogens. While bovine embryos secrete PIF, the effect on the bovine endometrium is unknown. Maternal recognition of pregnancy is driven by an embryo-maternal cross talk, however the process differs between humans and cattle. As many embryos are lost during the early part of pregnancy in cattle, a greater knowledge of factors affecting the embryo-maternal crosstalk, such as PIF, is needed to improve fertility. Therefore, for the first time, we demonstrate the effect of synthetic PIF (sPIF) on the bovine transcriptome in an *ex vivo* bovine endometrial tissue culture model. Explants were cultured for 30h with sPIF (100nM) or in control media. Total RNA was analysed via RNA-sequencing. As a result of sPIF treatment, 102 genes were differentially expressed compared to the control (*P*adj<0.1), although none by more than 2-fold. The majority of genes (78) were downregulated. Pathway analysis revealed targeting of several immune based pathways. Genes for the TNF, NF-κB, IL-17, MAPK and TLR signalling pathways were down-regulated by sPIF. However, some immune genes were demonstrated to be upregulated following sPIF treatment, including *C3*. Steroid biosynthesis was the only over-represented pathway with all genes upregulated. We demonstrate that sPIF can modulate the bovine endometrial transcriptome in an immune modulatory manner, like that in the human endometrium, however, the regulation of genes was much weaker than in previous human work.

## Introduction

The embryo preimplantation period is complex; it involves modulation of the maternal uterine immune response and acceptance of the embryo, and embryo-maternal cross talk is essential to the process. Preimplantation factor (PIF) is a peptide secreted by viable embryos as early as the two-cell stage, identified in human, murine, bovine and porcine models [1, 2]. Secretion of PIF from murine embryos in culture is greater at the blastocyst development stage, compared to the morula, demonstrating a role of PIF both in early and later developmental stages of the preimplantation conceptus [1]. Furthermore, PIF has been detected in bovine serum at 20 days post fertilisation [3]. Human embryos that do not secrete PIF fail to implant, thus underpinning the importance of PIF in the embryo-maternal dialogue at the implantation stage [4]. In humans, PIF modulates the maternal uterine immune response which aids the acceptance of the embryo [2]. Synthetic PIF (sPIF) interacts with decidualized human endometrial stromal cells and first trimester decidual cells through three specific pathways: immune tolerance, embryo adhesion and apoptosis/remodelling of the uterus, all of which are fundamental to embryo implantation and maternal recognition of pregnancy [5]. Furthermore, sPIF targets naïve CD14+ peripheral blood mononuclear cells and reduces secretion and mRNA expression of Th1/Th2 cytokines [6, 7]. In addition, sPIF modulates the uterine immune response to aid in embryo acceptance by promoting a Th2 bias and inducing an anti-inflammatory effect, whilst also preserving Th1 responses necessary for protecting the mother from invading pathogens [5, 6, 8, 9].

Interferon-τ (IFN-τ) is a well characterised, crucial embryo derived signal. Bovine conceptus secretion of IFN-τ begins around formation of the trophectoderm and peaks between day 15 and 17 of pregnancy, when the conceptus is an elongated filamentous structure, which instigates maternal recognition of pregnancy in ruminants and thus, early pregnancy establishment [10–13]. However, secretion of IFN-τ rapidly declines from day 21 onwards [13]. It is clear that IFN-τ is imperative for the embryo-maternal crosstalk and modulation of the endometrial immune profile [14], however, the establishment and recognition of pregnancy is more complex than the presence of IFN-τ alone [10, 15, 16]. As the fertility of dairy cows has declined in recent years, and a considerable proportion of pregnancy losses occur during early pregnancy [11, 17], it is imperative to understand this critical window to improve fertility rates in cattle.

Several attempts have aimed at understanding the bovine preimplantation embryo-maternal crosstalk on a global transcriptome level [10, 16, 18–23]. The dynamic modulation of the maternal immune system is essential to aid in implantation, growth of the embryo and ultimately, a successful pregnancy [24, 25]. The bovine preimplantation embryo has clear roles in modulating endometrial gene expression, to both suppress the immune response for promotion of maternal embryo tolerance, whilst also increasing innate immune related genes to prevent vulnerability of the uterine environment to pathogens [19, 26]. Thus, there is the potential that PIF may be involved in this cross talk.

Although it is known that PIF is secreted by viable bovine embryos and detectable in bovine serum through early pregnancy [1, 3], there is currently limited evidence of any effect of PIF on maternal bovine tissue and in the embryo-maternal crosstalk. We have previously reported that sPIF reduces native IL-6 secretion *in vitro* from non-pregnant bovine endometrial tissue during the early luteal and follicular stage of the oestrous cycle [27]. We report here for the first time the effect of sPIF on the native endometrial global transcriptome through RNA-sequencing. Synthetic PIF is hypothesised to have an immune modulatory role in cattle, similar to that described in the human. Although, due to differences in the maternal recognition of pregnancy and the timings and mode of implantation in humans compared to cattle, it was deemed likely that there would be some differences in the role of PIF between these species.

## Materials and methods

### Animals

Bovine uteri (n = 7) and corresponding blood samples were collected from heifers presented for slaughter at a local abattoir. As post-slaughter material was used, licencing through the Animals (Scientific Procedures) Act 1986 and ethical review were not necessary. Based on previous work [27], uteri with stage IV ovaries were investigated to allow the study of sPIF on endometrial tissues that were not under the immune suppressive effects of progesterone [28, 29]. Samples were staged by assessing ovarian morphology as previously described [30, 31]. Briefly, stage IV was defined as having a regressing corpus luteum with a diameter of < 1 cm [30]. To ensure there was no underlying inflammation in the sampled tissue, cytology samples were taken from the endometrium at the abattoir, using a modified cytobrush technique, and assessed for percentage of polymorphonuclear cells (PMN), as previously described [27]. A threshold of PMN percentage greater than 5% was set to exclude animals based on the guideline of detection of subclinical endometritis [32, 33], although all samples were below 5% PMN and therefore none were excluded.

Uteri and blood samples were stored on ice during the one-hour transportation back to the laboratory. Tissues were used for explant culture and blood serum for serum progesterone concentration via ELISA (DRG Diagnostics, Marburg, Germany). To support ovarian morphology staging, the blood sera were used for progesterone analysis. Samples were deemed to have high progesterone if serum concentrations were above 1 ng/mL [34]. Based on this threshold, samples were split into a high and low progesterone group. The limit of detection of the progesterone assay was 0.01 ng/mL and the intra-assay CV was 5.5%.

### Endometrial explant tissue culture

Tissue culture was established using the method described by Borges *et al*. [35]. Briefly, endometrial tissue was sampled randomly from intercaruncular tissue in the first third (closest to the utero-tubular junction) of the uterine horn ipsilateral to the staged ovary, using an 8 mm biopsy punch. The endometrial tissue was then dissected away from the myometrium using sterile scissors. Six biopsies were taken per animal. Samples were weighed (mean ± SD weight was 42.47 ± 7.7 mg) and one biopsy placed per well in 6 well plates (Corning, Amsterdam, The Netherlands) with 3 mL of RPMI 1640 media (Gibco, Life Technologies, Paisley, UK) supplemented with 50 IU/mL penicillin, 50 μg/mL streptomycin (Sigma-Aldrich, St. Louis, MO, USA) and 2.5 μg/mL amphotericin B (Sigma-Aldrich). Explants were incubated in a sterile incubator at 37 ^o^C and 5% CO_2_ for 30 h.

Synthetic PIF (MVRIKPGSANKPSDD) was synthesised with > 95% purity by Bioincept (New Jersey, USA). The amino acid structure of the human 15 amino acid PIF has previously been analysed and the 3D structure predicted [6]. The sPIF used in the present study was identical to that used in all other published research on the peptide.

Whole explant biopsies from each animal were treated with either medium alone or with sPIF (100nM) for 24 h in 6 well plates. As DMSO was used in the reconstitution of sPIF, the same amount of DMSO was added to the control wells. Based on our previously described methodology [27], following the 24 h incubation medium was removed and replaced with fresh medium containing the same treatments for another 6 h. At the end of the 30 h period, explants were stored individually in 1 mL RNAlater (Invitrogen, Life Technologies, Paisley, UK) at 4 ^o^C for 24 h. The RNAlater was then removed and explants stored at -80 ^o^C until further processing.

### Total RNA extraction

Total RNA was extracted from two explants (one for each treatment, control or sPIF) per animal, using the Total RNA purification plus kit (Norgen Biotek Corp., Ontario, Canada), to give a total of 14 samples of RNA. Briefly, from each explant that RNA was to be extracted from, ≤ 20 mg of tissue was cut off whilst still frozen, using sterile scissors and placed in the manufacturer’s lysis buffer. Samples were then subsequently subjected to bead beating, to aid tissue disruption, whereby a 5 mm stainless steel bead (Qiagen, Manchester, UK) was added and samples placed in a TissueLyser (Qiagen, Manchester, UK) for 2 minutes at 50 oscillations per second. Samples were centrifuged at 14,000 x g for 1 minute to pellet any remaining debris and the supernatant extracted according to the manufacturer’s instructions.

The quality of all RNA extracted was assessed with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA) following the method described by the manufacturer. Samples were of suitable quality, showing RNA integrity numbers (RIN) above 7.

### RNA-sequencing library preparation and next generation sequencing

Following assessment of RNA quality, all samples were prepared for sequencing and sequenced at the Translation Genomics facility in IBERS, Aberystwyth University. Total RNA samples were prepared for sequencing using the TruSeq v2 kit (Illumina, San Diego, USA), using the manufacturer’s protocol, up to the validate library step. Following the enrichment of cDNA fragments with adapters, the cDNA was quantified using a Qubit 2.0, dsDNA broad range assay (Invitrogen), following the protocol supplied by the manufacturer. Each sample was diluted to 10 nM with 10 nM Tris HCl and 0.5% Tween-20 in nuclease free water. The use of adapters allowed multiple indexing of samples and so, samples were pooled and subsequently diluted to 2 nM with elution buffer (Qiagen, Manchester, UK) and then to 1 nM with 0.1 M sodium hydroxide, before being held at room temperature for 5 minutes to denature the DNA. Following denaturation, the samples were diluted to 10 pM in hybridisation buffer and loaded onto a cBot (Illumina, San Diego, USA) to cluster cDNA onto the Flow cell. The 14 samples were clustered onto 2 lanes of a V4 High output flow cell and subsequently paired-end sequenced on a HiSeq 2500 (Illumina, San Diego, USA). Base pairs (bp) per read were set to 126 bp. Six samples (from 3 cows) on one lane were sequenced twice due to a sample loading error, which resulted in low reads compared to the 8 samples on the other lane. Both reads were included in the subsequent sequencing analysis pipeline and were processed separately until after the featureCounts step.

### Sequencing analysis pipeline

A previously described RNA-seq pipeline was adapted for use in the study [36]. All work up to the statistical analysis was completed on the open source platform Galaxy [37–39], hosted by IBERS, Aberystwyth University.

### Read quality assessment and trimming

Raw paired-end data were submitted to FastQC analysis (Galaxy version 0.69; Babraham Bioinformatics). Based on the quality of the reads outlined by FastQC, samples were trimmed using Trimmomatic [40], utilising an initial Illuminaclip, headcrop, crop and Minlen (to remove any reads below 50 bp) functions. The quality of the resulting paired-end data was again assessed via FastQC.

### Alignment to the bovine genome

Bowtie 2 (Galaxy version 2.2.6) [41, 42] was used to map reads to the reference bovine genome. Samples were mapped to the UMD 3.1 assembly of the *Bos taurus* genome from Ensembl (version 89; http://www.ensembl.org/).

### Gene expression data and statistical analysis

Read abundance for annotated genes was calculated using the featureCounts package (Galaxy version 1.4.6.p5) [43]. Reads for the two sequencing runs for six samples were joined together after the featureCounts step by adding together the raw counts for each gene from each run. The raw counts of sequencing reads generated by featureCounts were used for all statistical analyses.

The Bioconductor package deSeq2 was used to determine the differential expression of genes as part of the R software package (version 3.4.0) [44]. Prior to the statistical modelling, deSeq2 analysis removed any genes that had less than 10 counts for any one sample. The statistical model was set to recognise that all samples were paired, with control and sPIF treated explants originating from the same animal. This was completed by running a multifactorial design, thus controlling for extra variation in the data set and subsequently improving the sensitivity of the analysis. To assess if the effect of sPIF treatment differed between lanes, lane was added into the data frame as a factor and interaction terms used. The same interaction terms analysis was completed for serum progesterone concentration, with samples being split into a high and low progesterone as described, to determine if the effect of sPIF differed between progesterone groups. To determine significant differentially expressed genes (DEG), the P adjusted value *P*adj<0.1 was used, based on the Benjamini-Hochberg false discovery rate [45].

To determine if DEGs were involved in separate biological functions and pathways, gene ontology (GO) categories and KEGG pathways [46] were investigated using STRING (version 11.0) and the genes used in the DESeq analysis used as the statistical background [47]. P adjusted values for over-represented GO categories and over-represented KEGG pathways were identified and significance set at *P*adj<0.05.

Protein to protein interactions within the DEGs network were evaluated using STRING (version 11.0) and the *B*. *taurus* genome used as the statistical background [47]. Initially all prediction methods within the STRING analysis were used (neighbourhood, gene fusion, co-occurrence, co-expression, experiment databases and textmining), however due to the discovery of several non-specific results, the textmining prediction was subsequently removed, which demonstrated a more focussed network.

## Results

### Progesterone concentration and endometrial cytology

Progesterone concentrations were below 1ng/mL in three animals and were therefore assigned to a low progesterone group, with a mean concentration of 0.69 ng/mL ± 0.06 (standard error of the mean) and a range of 0.59–0.81 ng/mL. The remaining four animals had progesterone concentrations greater than 1 ng/mL and were assigned to a high progesterone group, with a mean concentration of 3.1 ng/mL ± 0.86 (standard error of the mean) and a range of 1.44–5.41 ng/mL. There was no evidence of subclinical inflammation in any of the uterine samples, with < 5% PMN in all cytobrush smears.

RNA-sequencing overview

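Endometrial explants from 7 cows were cultured for 30 h with sPIF, a synthetic copy of the preimplantation factor peptide, at 100 nM or with control medium, so that each cow gave 1 Control and 1 sPIF explant and 14 libraries were sequenced. Lane 1 held the libraries of cows 1 to 4 and lane 2 those of cows 5 to 7, and cows 1, 6 and 7 formed the low progesterone group. The authors trimmed the paired-end reads, mapped them with Bowtie 2 to the UMD3.1 assembly, counted them on annotated genes with featureCounts, and added the counts of both runs for cows 5 to 7. The deposited values are these raw counts for 24616 genes listed by Ensembl identifier, without normalization. The total count per library ranged from 15885642 to 25771250 in the Control group, with a median of 17752182, and from 16377453 to 28625724 in the sPIF group, with a median of 21169927. The sPIF library was the deeper one in 5 of 7 cows, by 3175750 counts on average, which was within the spread between cows (exact two-sided sign-flip permutation test, p = 0.25). Over the 14 libraries the counts summed to 286426263, while the paper's reported number of paired-end reads is 245924502; the values given here use the counts. Genes with at least 10 counts in every library were tested with edgeR's quasi-likelihood test after TMM normalization, with cow as a block and Benjamini-Hochberg adjustment. The choice of test, the filter on low counts and the normalization are the choices that could change these results. Genes are named as in the paper's S1 Table, which pairs identifiers with symbols.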

RNA-sequencing resulted in a total of 245,924,502 million paired-end reads across all fourteen samples. 

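Of the 24616 genes in the deposited table, 20147 had a count above 0 in at least 1 library and 16409 had at least 10 counts in at least 1 library. The filter of at least 10 counts in every library left 13233 genes.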

Following mapping of the reads to the reference genome *B*. *taurus* UMD3.1, 15,681 transcripts were analysed for differential expression in the bovine endometrial tissue samples following sPIF treatment. 

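Averaged over the 14 libraries, the raw count per gene was 1541 ± 6503 (SD between 13233 genes with at least 10 counts in every library). Over the 16409 genes with at least 10 counts in at least 1 library it was 1247 ± 5871 (SD between genes).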

The overall mean counts for each gene included in the differential expression analysis was 1,272.9 counts ± 5,885.6 (standard deviation). The mean gene count data were skewed with the majority of genes (74.7%) having under 10,000 counts, however the majority (58.8%) of DEGs were also located within this range of count data. 

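Of the genes tested, 97.9% had a mean raw count under 10000 and 69.4% had one under 1000. Of the 16409 genes with at least 10 counts in at least 1 library, 98.3% were under 10000 and 75.3% under 1000. Of the 102 genes in the paper's S1 Table, 98.0% had a mean raw count under 10000 and 57.8% had one under 1000.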

To ensure that there was no difference in the two sequencing runs, mean counts and variability was assessed. There was limited difference between mean counts for genes included in the differential gene analysis between the samples from the two different RNA-seq lanes, with 1,231.9 counts ± 5,212.5 (standard deviation) and 1,302.6 counts ± 7,009.7 (standard deviation) for cows 1–4 (lane 1) and cows 5–7 (2 sequencing runs summed together), respectively. Furthermore, PCA analysis on the data prior to the two sequencing runs for cows 5–7 being summed together, demonstrated that the technical replicates for each sample clustered together and so were appropriate for combination in the analysis (S1 Fig).

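The mean raw count per tested gene was 1505 ± 5733 (SD between genes) in the 8 libraries of lane 1 and 1590 ± 7728 (SD between genes) in the 6 libraries of lane 2. With the total count of each cow as the unit, the lanes did not differ beyond the spread between cows (exact two-sided permutation test over the 35 splits of 7 cows into 4 and 3, p = 0.571).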

### Sample variability

Variability between animal replicates and individual samples was assessed. There was a strong effect of animal replicates on the dataset variability, more so than sPIF treatment (Fig 1). 

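On regularised log values of the tested genes, cow accounted for 77.2% of the total sum of squares and sPIF treatment for 4.61%. Cow has more levels than treatment, so its share would be larger even with no effect, and these shares do not compare directly. Swapping the labels within cows in all 64 ways gave a treatment share as large with an exact permutation p = 0.109. The Euclidean distance between both explants of a cow was 25.8 ± 8.39 (SD, n = 7 cows), against a mean of 42.0 between a Control and an sPIF explant of different cows. Of all ways to pair Control with sPIF explants, the true pairing gave the smallest mean distance (exact permutation test, p = 0.000198, the smallest these pairings allow). The nearest explant was the other explant of the same cow for 11 of 14 explants, the exceptions being both explants of cow 3 and the sPIF explant of cow 5. The explants of cow 3 lay 41.7 apart, while those of the other cows lay 18.9 to 30.3 apart. The paper states that animal replicates affected the variability more than sPIF treatment did (Fig 1).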

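Lane accounted for 37.9% of the total sum of squares of the regularised log values (exact permutation test over the 35 splits of the cows, p = 0.0286, the smallest these splits allow). Lane does not vary within a cow, so this share is part of the cow share. With the counts of both explants summed per cow, 5236 of 13233 genes differed between the cows of lane 1 and those of lane 2 at an adjusted p below 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 39.6% of the genes. Of these, 2645 were lower and 2591 higher in lane 2, and 1036 differed by more than 2-fold. Every other split of the 7 cows into 4 and 3 gave at most 1 gene. With the Control explants alone the count was 3546 genes, the largest move among the alternatives. No cow was sequenced in both lanes, so these genes differ between lanes and between the cows in them alike.

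**Figure D1:**
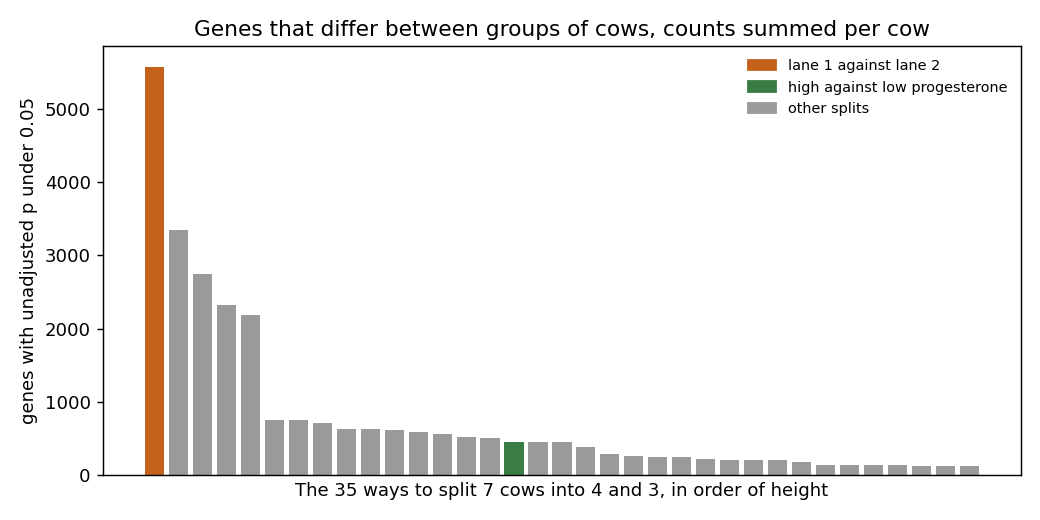
Number of genes with an unadjusted p under 0.05 (vertical axis) for each of the 35 ways to split the 7 cows into 4 and 3 (horizontal axis), from edgeR on counts summed per cow. The bar for lane 1 against lane 2 stands at 5573 genes and the bar for high against low progesterone at 458 genes.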

The heat map (Fig 1A) and PCA (Fig 1B) show clear differentiation between the samples in each lane (cows 1 to 4 lane 1, cows 5 to 7 lane 2), although there was no significant effect of lane on DEGs in the data set. When principle component (PC) 1 was compared against PC2, 3 and 4 it was noted that there was a clear grouping of samples from the different lanes, but this was not evident when PC1 was not included in the PCA plots (Fig 1B and S2 Fig). It is clear from Fig 1B that the variability was not attributed to serum progesterone concentration (High progesterone group cows 2–5; Low progesterone group cows 1, 6–7). 

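Along PC1 the libraries of lane 1 lay between -18.9 and -10.3 and those of lane 2 between 16.7 and 22.6, with no overlap. The cow means along PC1 were -15.0 ± 2.71 (SD, n = 4 cows) in lane 1 and 20.0 ± 1.76 (SD, n = 3 cows) in lane 2 (exact two-sided permutation test, p = 0.0286, and 0.114 after Benjamini-Hochberg adjustment over the first 4 components). Along PC2, PC3 and PC4 the ranges of the lanes overlapped, with exact permutation p = 1, 0.886 and 0.886.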

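Progesterone group accounted for 13.4% of the total sum of squares (exact permutation test over the 35 splits of the cows, p = 0.343). This share is also part of the cow share and can overlap that of lane. With counts summed per cow, no gene differed between the 4 cows of the high group and the 3 cows of the low group at an adjusted p below 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was reached by 458 of 13233 genes. DESeq2 called 24 genes on the same counts, 8 lower and 16 higher in the high group. That fit had no term for lane, and 3 of the 4 cows of the high group were in lane 1, so lane could contribute to these calls. With lane and progesterone group in one edgeR fit, 0 genes were called and 556 had an unadjusted p under 0.05.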

As PC1 and PC2 only accounted for 52.2% of the variation, PC 1–4 were further examined (PC1, PC2, PC3 and PC4 accounted for 36.6%, 15.6%, 13% and 8.5% of the variation, respectively). However, none demonstrated a clear clustering of the low or high progesterone groups (S2 Fig).

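Over all tested genes, PC1 accounted for 38.7% of the variation, PC2 for 15.3%, PC3 for 13.0% and PC4 for 8.55%. PC1 and PC2 together accounted for 54.0%. The SD of the PC1 share over the 7 sets that each left out 1 cow was 2.50 percentage points. The share of PC2 moved most, to 20.5%, when only the 500 genes with the largest variance were used.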

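The cow means of the high and low progesterone groups were -6.02 ± 16.4 (SD, n = 4 cows) and 8.03 ± 22.2 (SD, n = 3 cows) along PC1, which was within the spread between cows (exact two-sided permutation test, p = 0.343). Along PC3, where the p was lowest, the means were -3.43 ± 9.04 (SD, n = 4) and 4.58 ± 6.65 (SD, n = 3) (exact permutation test, p = 0.286, and 0.343 after Benjamini-Hochberg adjustment over 4 components).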

**Fig 1:**
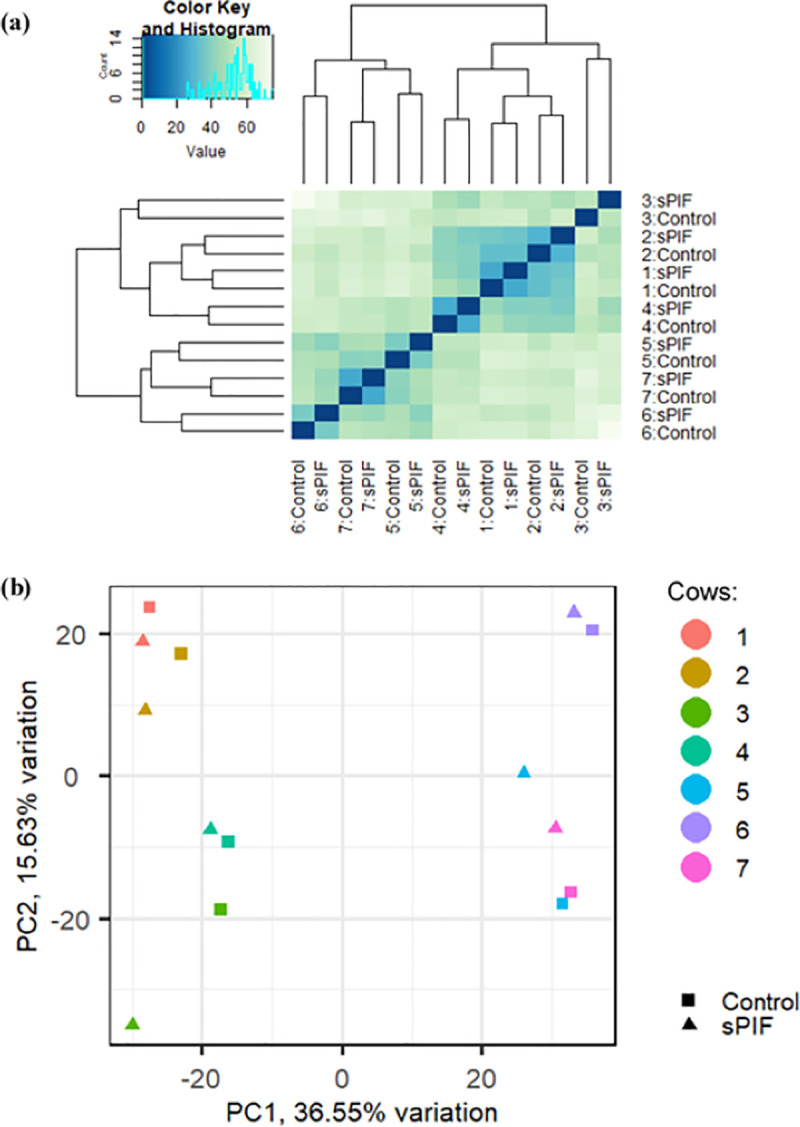
Large variances were detected between samples. (a) Heat map depicting the Euclidian distances between individual animal replicates and samples treated with or without sPIF (100nM), calculated from the regularised log transformation. (b) PCA plot showing the variance between individual animal replicates and samples treated with or without sPIF (100nM) in the first two principle components.

### Identification of differentially expressed genes

Synthetic PIF treatment induced differential expression of 102 genes in bovine endometrial tissue explants (*P*adj<0.1; of which 33 were differentially expressed *P*adj<0.05); 78 of which were down-regulated and 24 up-regulated. 

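With cow as a block, no gene of the 13233 tested reached an adjusted p below 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.525. An unadjusted p under 0.05 was reached by 1061 genes, 617 lower and 444 higher with sPIF, against 662 expected by chance. The choice that moved this result most was the test. The Wald test of DESeq2, the paper's tool, with the same pairing and genes called 100 genes at an adjusted p below 0.1, 78 down and 22 up, and 44 at an adjusted p below 0.05. Of these 100 genes, 96 are in the paper's S1 Table. When 1 cow was left out in turn, DESeq2 called from 28 to 217 genes. When the Control and sPIF labels were swapped within cows, 8 of the 64 labelings, the true one included, gave at least as many DESeq2 calls. Of the 102 genes in S1 Table, 72 changed in the same direction in 7 of 7 cows and 30 in 6 of 7 cows. All 97 of them that passed the filter had an unadjusted p under 0.05 in edgeR, and 97 were below 0.1 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. From its DESeq2 calls, the paper concludes that sPIF treatment induced differential expression of these genes.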

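In the paired edgeR fit, 25 genes had an absolute log2 fold change above 1 at any p, 21 of them with an unadjusted p under 0.05 and 0 with an adjusted p below 0.1. By DESeq2, 11 genes changed more than 2-fold at an adjusted p below 0.1, 8 down and 3 up. With DESeq2's prior on the fold changes, which shrinks them towards 0, 94 genes were called and 0 of them changed more than 2-fold. In the paper's S1 Table, 15 genes have an absolute log2 fold change above 1.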

No genes were up- or down-regulated greater than two-fold change. The full list of differentially expressed genes (DEG) is displayed in the supplementary material (S1 Table). The top 10 most significantly DEGs are displayed in Table 1. 

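All 10 genes, which the paper picked on these same explants, changed in the same direction in 7 of 7 cows. For NFKBIE (ENSBTAG00000013705) the CPM, the TMM-normalized counts scaled to a common library size, were 103 ± 48.6 (SD, n = 7) in Control and 64.4 ± 26.5 (SD, n = 7) in sPIF explants, a log2 fold change of -0.64 (standard error 0.094). For SERPINA1 (ENSBTAG00000018843) they were 20.6 ± 17.6 (SD, n = 7) and 41.7 ± 31.0 (SD, n = 7), a log2 fold change of 1.18 (standard error 0.25). Each of the 10 genes had an adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each passed 0.1 by DESeq2. For each gene, an exact two-sided sign-flip permutation test gave p = 0.0156, the smallest that 7 pairs allow.

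**Figure D2:**
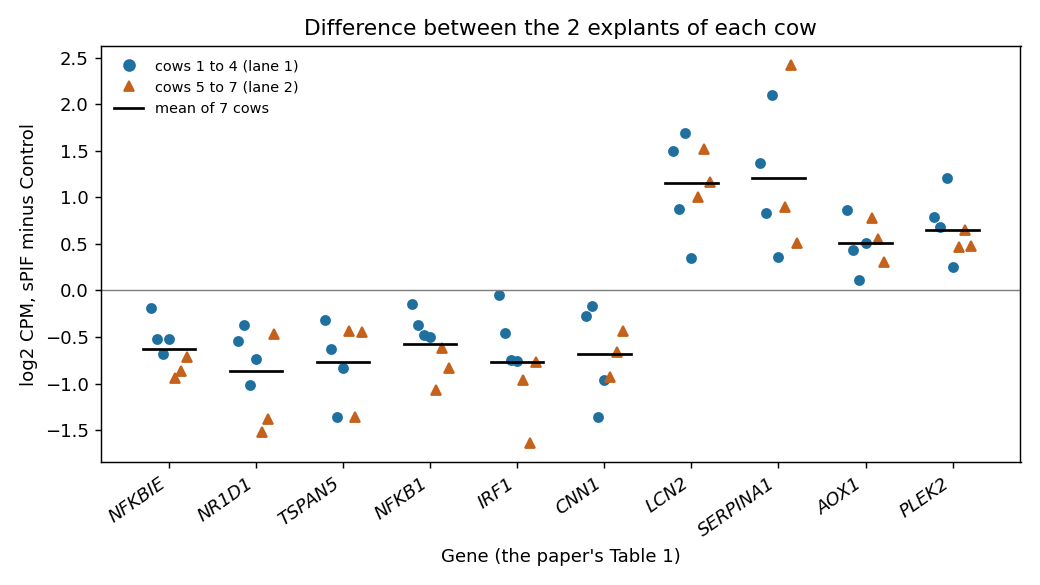
Difference in log2 CPM between the sPIF and the Control explant of each cow (vertical axis) for the 10 genes of the paper's Table 1 (horizontal axis). Points are cows, by lane, and lines are means of 7 cows. The 6 genes on the left fell and the 4 on the right rose in 7 of 7 cows.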

Two genes involved in immune pathways were among the most significantly downregulated genes following sPIF treatment (Table 1; *NFKB1*; *P*adj = 4.7 x 10^−3^ and *IRF1*; *P*adj = 5.8 x 10^−3^*)*. 

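The CPM of NFKB1 (ENSBTAG00000020270) were 185 ± 62.8 (SD, n = 7) in Control and 120.0 ± 22.0 (SD, n = 7) in sPIF explants. Its log2 fold change was -0.57 (standard error 0.11, adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with differences from -1.06 to -0.15 between cows. By DESeq2 the adjusted p was 0.00454. For IRF1 (ENSBTAG00000031231) the CPM were 385 ± 190.4 (SD, n = 7) in Control and 211 ± 80.1 (SD, n = 7) in sPIF explants. Its log2 fold change was -0.77 (standard error 0.16, adjusted p = 0.525 by the same edgeR test, and 0.00606 by DESeq2), with differences from -1.64 to -0.04. The log2 fold change of NFKB1 was -0.37 in cows 1 to 4 and -0.83 in cows 5 to 7.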

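For a difference of the sPIF effect between lanes, 0 of 13233 genes had an adjusted p below 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1516 genes had an unadjusted p under 0.05. DESeq2 called 175 genes for the same interaction. Only 1 of these is in the paper's S1 Table, CX3CL1. For a difference of the sPIF effect between progesterone groups, 0 genes were called by edgeR or by DESeq2, and 187 genes had an unadjusted p under 0.05 in edgeR. Across the tested genes, the mean log2 difference between sPIF and Control in cows 1 to 4 and that in cows 5 to 7 had a correlation of -0.022 (Pearson) and -0.059 (Spearman), where genes are not independent replicates.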

There was no effect of lane or serum progesterone concentration on the whole data set nor an interaction with sPIF treatment (*P*adj>0.1), thus all differences found within this study were attributed to sPIF treatment.

**Table 1:** Top 10 most significantly DEGs from the control, following sPIF treatment.

Gene ID	Gene symbol	Gene name	Log2 fold change	FDR*
*Under-expressed by sPIF*				
ENSBTAG00000013705	*NFKBIE*	NFKB inhibitor epsilon	-0.635	1 x 10^−4^
ENSBTAG00000012178	*NR1D1*	nuclear receptor subfamily 1 group D member 1	-0.87	3.4 x 10^−4^
ENSBTAG00000012343	*TSPAN5*	tetraspanin 5	-0.768	3.7 x 10^−3^
ENSBTAG00000020270	*NFKB1*	nuclear factor kappa B subunit 1	-0.573	4.7 x 10^−3^
ENSBTAG00000031231	*IRF1*	interferon regulatory factor 1	-0.767	5.8 x 10^−3^
ENSBTAG00000011207	*CNN1*	calponin 1	-0.684	8.3 x 10^−3^
*Over-expressed by sPIF*				
ENSBTAG00000014149	*LCN2*	lipocalin 2	1.177	1.4 x 10^−4^
ENSBTAG00000018843	*SERPINA1*	serpin family A member 1	1.203	1.8 x 10^−3^
ENSBTAG00000009725	*AOX1*	aldehyde oxidase 1	0.51	7.4 x 10^−3^
ENSBTAG00000016255	*PLEK2*	pleckstrin 2	0.655	7.4 x 10^−3^

* Based on P adjusted values (False discovery rate: FDR; *P*adj<0.1) as assessed by the Bioconductor package, deSeq2 statistical analysis.

### Gene ontology analysis

The biological pathway plasma membrane was over-represented with DEGs, following sPIF treatment which is within the cellular component ontology (*P*adj<0.05). 

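Of the 17 genes the paper lists for the plasma membrane, 16 could be matched to an identifier through S1 Table. ICAM1, whose symbol is not printed there, could not be identified. Of these 16 genes, 14 had lower and 2 had higher counts with sPIF, with log2 fold changes from -1.25 to 0.98. The 2 higher genes were GNA14 and SLC34A2. The 16 genes had adjusted p from 0.525 to 0.549 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 16 were below 0.1 by DESeq2. Of the 16, 11 changed in the same direction in 7 of 7 cows and 5 in 6 of 7 cows. GNA14 fell by 0.48 in cow 1 and rose by 0.67 to 1.24 on the log2 scale in the other cows.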

The ‘plasma membrane’ (GO:0005886) was over-represented with the 17 DEGs (*P*adj = 0.013; *ADA*, *CALCRL*, CD40, *EMP3*, *GJC1*, *GNA14*, ICAM1, *IFNAR2*, *LPL*, *PTGDR*, *RAB8B*, *RGS16*, *RGS2*, *RHOF*, *SLC1A5*, *SLC34A2*, *TSPAN5*).

### Pathway analysis

A total of forty KEGG pathways were over-represented with DEGs, following sPIF treatment (*P*adj<0.05). Pathways were organised into biological categories using the KEGG BRITE Functional Hierarchies database, organising each pathway into a class and subclass (S2 Table). The overrepresented pathways fitted into six classes, Human diseases; Environmental information processing; Organismal systems; Metabolism; Cellular processes and Genetic information processing (S2 Table). Twenty-two pathways were classed as ‘Human disease’ pathways, largely due to DEGs involved in the NF-κB and TNF signalling pathways and the immune gene *C3*. As such, these pathways were discarded as they were deemed irrelevant to the dataset. A further pathway was discarded, ‘Osteoclast differentiation’, which was in the class ‘Organismal Systems’ and subclass ‘Development’, as it was irrelevant for the tissue studied and appeared as over-represented again due to DEGs involved in the TNF and NF-κB signalling pathways. Once these irrelevant pathways were removed, a total of seventeen KEGG pathways were deemed relevant to the dataset (Table 2), which fitted into five KEGG BRITE Functional Hierarchies classes. Within these four classes, the Organismal Systems class and the subclass ‘Immune system’ had the greatest number of over-represented KEGG pathways in the dataset (seven pathways). The TNF (Fig 2) and NF-κB (Fig 3) signalling pathways, both of the Environmental Information Processing class and Signal transduction subclass, were highly significantly over-represented following sPIF treatment (*P*adj = 9.8 x 10^−7^; 5.5 x 10^−7^, respectively), with all genes in each pathway downregulated. 

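For the TNF signalling pathway, 7 of the 9 genes listed in Table 2 could be matched to an identifier, and for the NF-kappa B pathway 7 of the 8. S1 Table prints neither CXCL3 nor ICAM1, so these genes could not be identified by name. They may be among its 13 genes without a symbol. Each of the matched genes had a negative log2 fold change, from -1.20 to -0.38 in the first list and from -1.20 to -0.32 in the second, and adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each list 7 of 7 matched genes were below 0.1 by DESeq2, and 5 genes fell in 7 of 7 cows. VCAM1 (ENSBTAG00000007773) had the largest fall, from 113 ± 42.2 (SD, n = 7) to 48.0 ± 20.2 (SD, n = 7) CPM, but rose by 0.38 on the log2 scale in cow 1 (exact two-sided sign-flip permutation test over 7 cows, p = 0.0312). TRAF1 rose by 0.01 in cow 1 and fell in 6 of 7 cows.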

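Of the genes listed for the IL-17 pathway, 5 of 6 were matched, of which 4 fell and LCN2 rose. All 7 genes listed for the MAPK pathway and all 4 listed for the Toll-like receptor pathway were matched and fell in 7 of 7 cows, with log2 fold changes from -0.76 to -0.32 and from -0.65 to -0.40. MAPK11, which is in each of these lists, was counted 25 to 119 times per library, fewer than NFKB1 at 1364 to 5175 counts.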

The importance of these pathways within the whole dataset was clear due to the central signalling roles in a number of over-represented biological pathways, such as the IL-17, MAPK and TLR signalling pathways (Table 2), and explained the over-representation of a number of disease and infection pathways, which rely on these signalling pathways. Therefore, there was a clear indication of downregulation of immune factors following sPIF treatment, although it was noted that the complement component *C3* gene expression was upregulated (Log2 fold change 0.59; *P*adj = 0.09). 

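C3 (ENSBTAG00000017280) had 39.2 ± 14.4 (SD, n = 7) CPM in Control and 66.0 ± 46.5 (SD, n = 7) in sPIF explants. Its log2 fold change was 0.57 (standard error 0.15, adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0979 by DESeq2). The difference was positive in 7 of 7 cows and ranged from 0.10 in cow 6 to 1.46 in cow 1.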

Steroid biosynthesis was the only pathway with all DEGs upregulated (*CYP24A1*, *DHCR7*, *SQLE*; *P*adj = 3.5 x 10^−3^).

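The log2 fold change was 0.73 (standard error 0.17) for CYP24A1, 0.45 (standard error 0.088) for DHCR7 and 0.31 (standard error 0.073) for SQLE. Each had adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By DESeq2 the adjusted p was 0.0304, 0.0116 and 0.0555. Each gene rose in 7 of 7 cows, although SQLE rose by 0.01 on the log2 scale in cow 4.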

**Fig 2:**
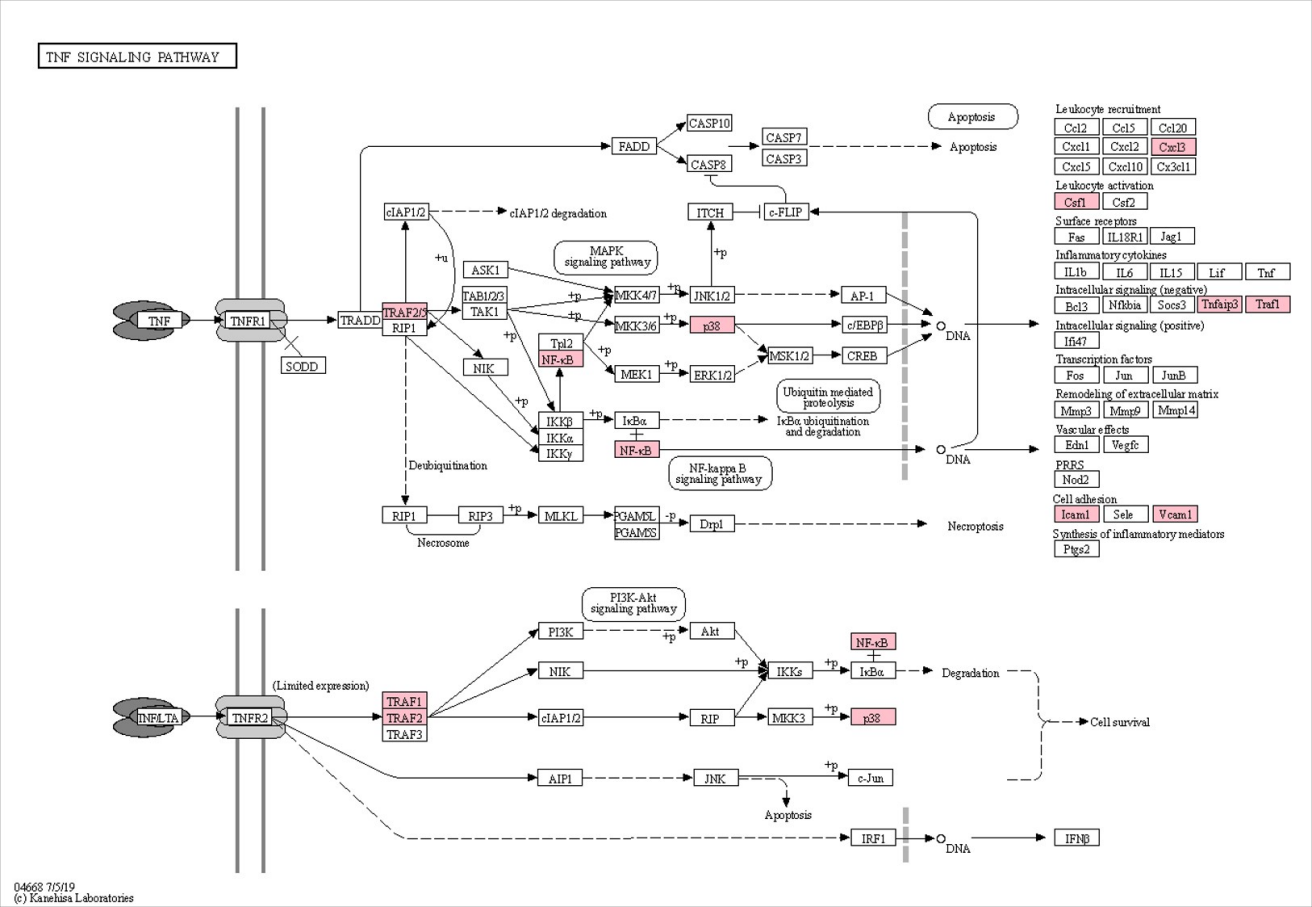
Putative changes in the TNF signalling pathway induced by sPIF treatment. Red boxes are proteins encoded for by DEGs, with reduced expression following sPIF treatment, as identified by STRING analysis, based on P adjusted values (*P*adj = 3.8 x 10^−7^).

**Fig 3:**
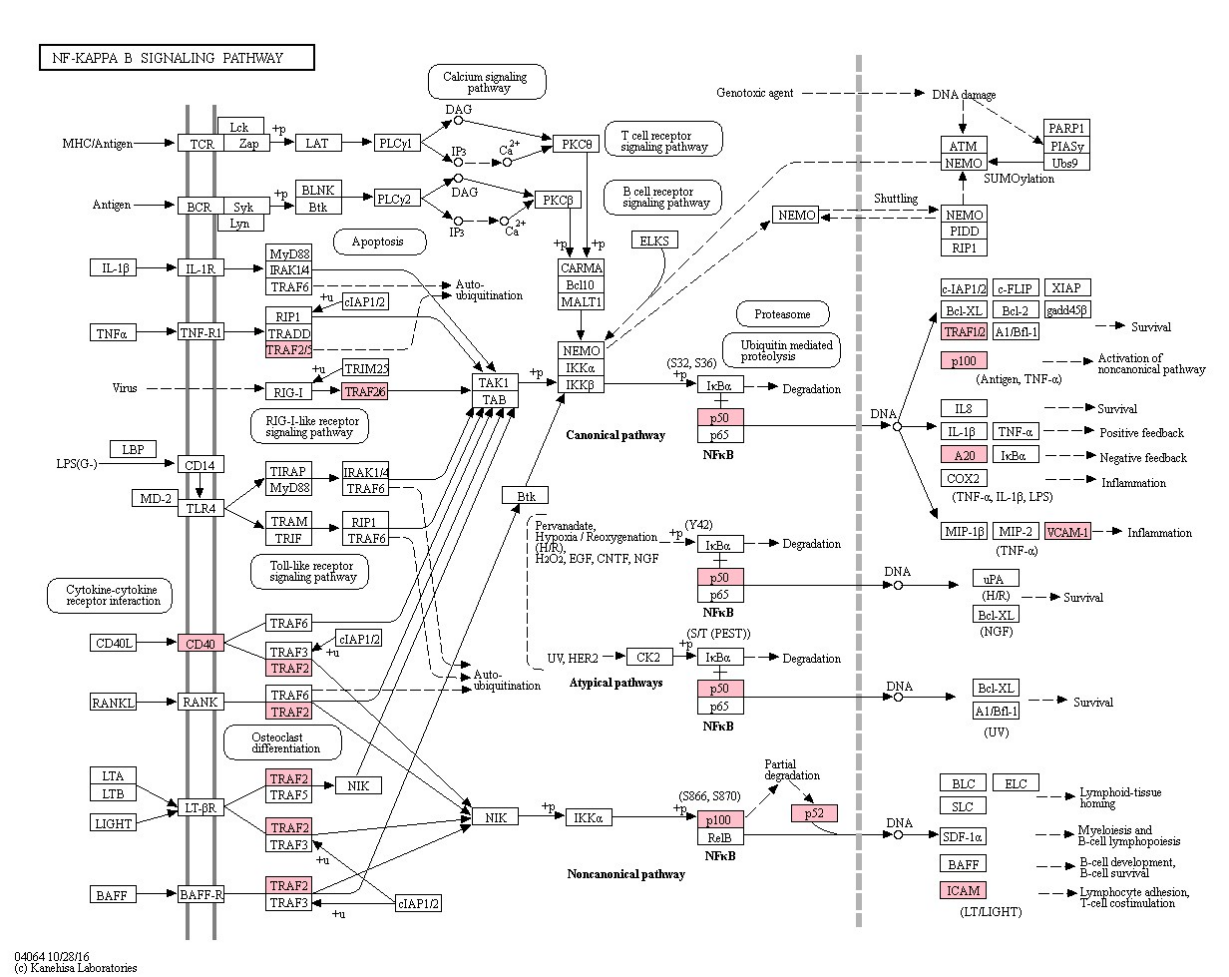
Putative changes in the NK-κB signalling pathway induced by sPIF treatment. Red boxes are proteins encoded for by DEGs, with reduced expression following sPIF treatment, as identified by STRING analysis, based on P adjusted values (*P*adj = 5.5 x 10^−7^).

**Table 2:** Relevant KEGG pathways significantly over-represented following sPIF treatment.

KEGG pathway	Number of DEGs	Observed DEGs		FDR*
		Downregulated	Upregulated	
TNF signalling pathway	10	*CSF1*, *CXCL3*, *VCAM1*, *ICAM1*, *MAPK11*, *NFKB1*, *TNFAIP3*, *TRAF1*, *TRAF2*		3.8 x 10^−7^
NF-kappa B signalling pathway	8	*CD40*, *VCAM1*, *ICAM1*, *NFKB1*, *NFKB2*, *TNFAIP3*, *TRAF1*, *TRAF2*		5.5 x 10^−7^
IL-17 signalling pathway	6	*CXCL3*, *MAPK11*, *NFKB1*, *TNFAIP3*, *TRAF2*	*LCN2*	5.8 x 10^−4^
Steroid biosynthesis	3		*CYP24A1*, *DHCR7*, *SQLE*	4 x 10^−3^
NOD-like receptor signalling pathway	6	*CXCL3*, *IFNAR2*, *MAPK11*, *NFKB1*, *TNFAIP3*, *TRAF2*		4.6 x 10^−3^
Prolactin signalling pathway	4	*IRF1*, *MAPK11*, *NFKB1*, *STAT5A*		8.2 x 10^−3^
Cell adhesion molecules (CAMs)	4	*CD40*, *VCAM1*, *ICAM1*	*NEO1*	9.1 x 10^−3^
Necroptosis	5	*HIST1H2AC*, *IFNAR2*, *STAT5A*, *TNFAIP3*, *TRAF2*		0.01
MAPK signalling pathway	7	*CSF1*, *GADD45G*, *IGF2*, *MAPK11*, *NFKB1*, *NFKB2*, *TRAF2*		0.01
Th1 and Th2 cell differentiation	4	*MAPK11*, *NFKB1*, *NFKBIE*, *STAT5A*		0.01
Toll-like receptor signalling pathway	4	*CD40*, *NFKB1*, *MAPK11*, *IFNAR2*		0.02
Leukocyte transendothelial migration	3	*VCAM1*, *ICAM1*, *MAPK11*		0.02
Protein processing in endoplasmic reticulum	5	*DNAJB1*, *ERO1B*, *HYOU1*, *PPP1R15A*, *TRAF2*		0.02
Th17 cell differentiation	4	*MAPK11*, *NFKB1*, *NFKBIE*, *STAT5A*		0.02
RIG-I-like receptor signalling pathway	3	*MAPK11*, *NFKB1*, *TRAF2*		0.03
Adipocytokine signalling pathway	3	*NFKB1*, *NFKBIE*, *TRAF2*		0.04
Apoptosis	4	*GADD45G*, *NFKB1*, *TRAF1*, *TRAF2*		0.04

*Based on P adjusted values (False discovery rate: FDR; *P*adj<0.05) as assessed by STRING analysis.

### Protein interaction networks

Known and predicted protein interactions within the DEGs dataset were analysed using STRING. All defined prediction methods were used apart from textmining (neighbourhood, gene fusion, co-occurrence, co-expression and experiment databases). The overall network was significantly enriched (*P*adj = 9.24 x10^-9^; *B*. *taurus* genome used as background gene list) with a total of 40 edges signifying connections between 34 proteins transcribed by DEGs following sPIF treatment. Fig 4 displays the proteins that are connected within the network of DEG following sPIF treatment and demonstrates which associations are stronger through the thickness of the edges between nodes. It was noted that there was a strong interaction network between NF-κB and TNF signalling related proteins (Fig 4).

**Fig 4:**
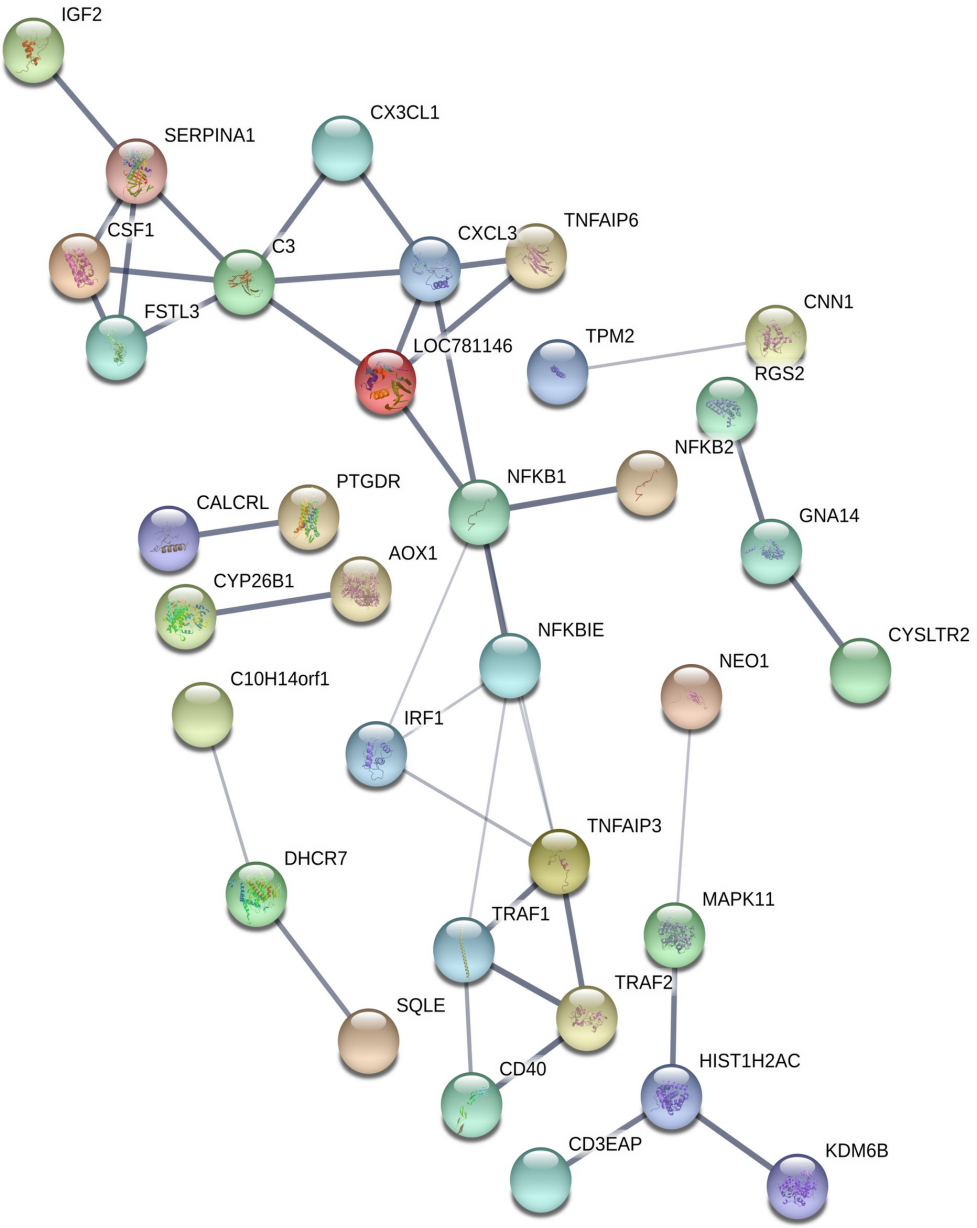
Predicted protein interaction networks from the DEGs following sPIF treatment. Interactions are based on the prediction methods of: neighbourhood, gene fusion, co-occurrence, co-expression and experiment databases in STRING version 11.0. Only connected nodes within the DEGs dataset are displayed. Edges between nodes represent predicted protein-to-protein interactions coded by DEGs. Thicker lines demonstrate a greater strength of data support from the prediction methods.

## Discussion

This is the first study to demonstrate the effect of sPIF on the global endometrial bovine transcriptome. The investigation showed interaction of sPIF with the bovine endometrium, specifically that 102 genes were differentially expressed following sPIF treatment, with the majority (78 of 102 DEGs) downregulated. Furthermore, pathway analysis demonstrated sPIF to work in an immune modulatory manner on the bovine endometrium, as originally hypothesised. However, in the present study, no genes were modulated greater than two-fold following sPIF treatment. Thus, the bovine endometrial response to sPIF was much weaker than that demonstrated in decidualized human endometrial stromal cells and first trimester decidual cells, where some genes were modulated as much as 53 fold following sPIF treatment [5, 48, 49].

The present study used an *ex vivo* tissue explant method to model the effects of sPIF on the bovine endometrium. The use of whole tissue samples allowed assessment of sPIF in a model which maintains the tissue architectures of the endometrium, more akin to an *in vivo* state [35]. However, it is accepted that the *ex vivo* model likely adds variability into the dataset without a characterisation of populations of epithelial and stromal cells within each sample. Assessing the response on the whole tissue may partially explain the weaker response to sPIF in the bovine endometrium, compared to that demonstrated in individual cell types in humans [5, 48, 49]. Indeed, sPIF may have differing effects on bovine endometrial epithelial and stromal cells, and this warrants further study. However, a recent study used a similar methodology to assess the effect of bovine conceptuses and IFN- τ on the bovine endometrium, without characterising the populations of epithelial and stromal cells within each sample [16]. Therefore, in this study, we present the effect of sPIF on the whole bovine endometrial tissue structure.

We note that analysis of gene transcription alone does not account for possible post transcriptional changes that alter protein expression of the DEGs following sPIF treatment. Thus, further functional experiments, such as an assessment of the proteome, are needed to verify the effect of sPIF on the bovine endometrium in pregnancy. Furthermore, the present study set out to assess the general effect of sPIF on the bovine endometrial transcriptome, but assessing the effect of sPIF alone *in vitro* ignores the effect of other mediators within the uterine environment that may be maternal or conceptus derived. Therefore, the effect of other mediators in bovine pregnancy, such as IFN-τ, must be considered to fully understand the relationship with PIF and bovine pregnancy.

### Variation between animal replicates

Variation between animal replicates had a strong effect on the data set and more so than that of sPIF treatment. It is acknowledged that a difficulty in endometrial transcriptome studies is the variability introduced by animal status and management [50]. Indeed, increased progesterone levels can alter the endometrial transcriptome in heifers during early pregnancy [51]. However, despite some samples having higher than expected serum progesterone concentrations, indicating that they were in the luteal phase, there was no effect on the data set in the present study. Lactation status has been shown not to affect endometrial gene expression in postpartum dairy cattle [52, 53], but heifers and cows exhibit differing endometrial transcriptome responses during early pregnancy [53]. It is for this reason that only heifers were used in the present study to eliminate the effect of previous pregnancies on the data collected. However, as uteri were collected at a local abattoir, heifers were likely from different farms and management backgrounds. Previous studies have demonstrated that nutritional management can also alter endometrial gene expression [54, 55], which could help to explain the variation between animal replicates. Furthermore, the lack of characterisation of the proportions of stromal and epithelial cells within each endometrial explant may also help to explain the strong variation between cattle. Nevertheless, the variation within the data set does not detract from the findings that overall, effects of sPIF on the bovine endometrial transcriptome were relatively small, with no genes being regulated over two-fold.

### Immune signalling

Pathway analysis demonstrated that sPIF plays a coordinated role downregulating genes in the TLR, IL-17, MAPK, TNF and NF-κB signalling pathways, of which the latter two are known to be modulated during the preimplantation period in several species [56–59]. NF-κB signalling is a key component of the TLR, IL-17 and TNF pathways and MAPK signalling is involved in TNF signalling; thus, several of the downregulated genes were common between these key immune related KEGG pathways. Furthermore, from analysis of the DEGs in the TLR and NF-κB KEGG pathway, it became apparent that the TNF receptor superfamily was likely targeted through the downregulation of *CD40*, as well as other intracellular signalling molecules.

Synthetic PIF is recognised to act through a TLR-4 dependent pathway in immune cells [60], but the peptide targets downstream proteins such as thymosin-α1, rather than TLR-4 [61]. The pleiotropic peptide, thymosin-α1 acts on innate immune cells, including CD14+ cells [62, 63], which sPIF is known to target [6, 7] and would likely have been present in the tissue explants in the present study. Modulation of the TLR signalling pathway was largely attributed to DEGs in both the TNF and NF-κB signalling pathways, including downregulation of *CD40*. TLR ligands, including that of TLR-4, modulate *CD40* gene expression in immune cells [64, 65]. Thus, it is hypothesised that if sPIF interacts with cells in bovine endometrial tissue in a TLR-4 dependent manner, *CD40* may link TLR and TNF receptor superfamily signalling. This hypothesis needs further elucidation from functional studies. Furthermore, sPIF induced invasiveness of *in vitro* human extravillous trophoblast cells is blocked through inhibition of the MAPK signalling pathway [66]. As MAPK signalling is also involved in TNF signalling [67], and genes in both pathways were targeted by sPIF in the present study, this adds to evidence that there may be an effect of sPIF on the TNF receptor superfamily signalling pathway.

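CD40 (ENSBTAG00000020736) had 31.2 ± 10.5 (SD, n = 7) CPM in Control and 23.5 ± 6.93 (SD, n = 7) in sPIF explants. Its log2 fold change was -0.40 (standard error 0.089, adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0433 by DESeq2). The difference was negative in 7 of 7 cows, from -0.64 to -0.17.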

Downregulation of *CD40* and several of the downstream signalling molecules following sPIF treatment, supports the immune suppressive role of sPIF in bovine endometrium. As a member of the TNF receptor superfamily, *CD40* is involved in inflammatory signalling as part of the adaptive immune response [68–71]. Furthermore, it is suggested that during early pregnancy in mice, increased CD40-CD40L interaction leads to a favouring of the proinflammatory Th1 response, over the predominant Th2 pregnancy response [72]. Thus, this study supports previous research that has identified sPIF to help create a Th2 bias to modulate the maternal uterine immune system, without suppressing the whole system [6, 8].

Excessive exposure to TNF-α has deleterious effects on bovine oocyte development in culture [73] and is associated with pregnancy loss in rat models and human pregnancies [24]. It is suggested that an upregulation of TNFR2 receptors on the bovine endometrium in early pregnancy [59] reduces free TNF protein in uterine fluid [74] which may protect the embryo [59]. 

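The log2 fold change of TRAF2 was -0.38 (standard error 0.080), with a fall in 7 of 7 cows, and that of TRAF1 was -0.44 (standard error 0.11). The adjusted p was 0.525 for both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By DESeq2 it was 0.0245 for TRAF2 and 0.0962 for TRAF1.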

Synthetic PIF treatment led to a downregulation of DEGs involved in intracellular signalling following activation of TNF receptors, such as *TRAF1* and *2*, which are recruited to the receptors following ligand binding [68, 69, 75]. Therefore, although there is an increased capacity for ligand binding within the TNF pathway, immune modulators such as PIF, may act on downstream targets to prevent over activation of the maternal TNF pathway and thus, the immune response in early pregnancy.

The NF-κB signalling pathway is activated following TNF and TLR receptor activation [68, 75, 76]. Genes involved in NF-κB signalling are downregulated in early pregnant human decidua [56], mice uteri [57] and porcine endometrium [58] compared to non-pregnant tissue, supported by a downregulation of NF-κB-p65 protein in early pregnancy uterine fluid [74]. Although DEGs following sPIF treatment in the present study were not homologues to those modulated in other species [56–58], the data does support the concept of an immune suppressive state during early bovine pregnancy. Indeed, IFN-τ has also been demonstrated to reduce activation of NF-κB and secretion of proinflammatory cytokines in lipopolysaccharide stimulated RAW264.7 cells [77], suggesting anti-inflammatory actions. Downregulation of the NF-κB signalling pathway in this study therefore suggests a mechanistic explanation for our previous work that demonstrated a reduction in native IL-6 secretion from sPIF treated bovine endometrial explants [27]. Conversely, day 15 bovine conceptuses drive upregulation of the inflammatory response in the endometrium, largely related to TNF and NF-κB signalling [16]. However, sPIF may have a modulatory role within the milieu of conceptus derived factors that act upon the endometrium, preventing overregulation and an imbalance of the inflammatory response, supporting the previously established role of the peptide in promoting a Th2 bias whilst preserving Th1 responses [5, 6, 8, 9].

Genes involved in downstream effects of the NF-κB and TNF signalling pathways were also downregulated in this study following sPIF treatment. 

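CX3CL1 (ENSBTAG00000024869) had 47.1 ± 15.6 (SD, n = 7) CPM in Control and 31.2 ± 17.5 (SD, n = 7) in sPIF explants. Its log2 fold change was -0.72 (standard error 0.21, adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0949 by DESeq2), with a fall in 7 of 7 cows. The fall was on average -0.30 in cows 1 to 4 and -1.31 in cows 5 to 7 on the log2 scale, and the difference between lanes had an adjusted p of 0.079 by DESeq2 and 0.375 by edgeR.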

Chemokines *CXCL3* and *CX3CL1* [78–80] and adhesion molecules *VCAM1* and *ICAM1* [81, 82], have roles in recruitment and adhesion of leukocytes and are induced in endothelial inflammation [83–86]. The present findings support previous *in vivo* work in mice, whereby sPIF impaired leucocyte recruitment and adhesion in a TNF-α induced inflammatory environment [7]. Furthermore, *in vivo* work has demonstrated that there is a reduction in leukocyte infiltration into the bovine endometrium in early pregnancy [59, 87]. Moreover, *VCAM1* is downregulated in the preimplantation period in pregnant compared to non-pregnant mice uteri, although *ICAM1* is slightly upregulated [57]. Thus, based on the downstream DEGs related with the NF-κB and TNF pathways, it was deemed that sPIF has an immune modulatory effect on the bovine endometrium¸ which supports previous work in cattle [27], horses [88] and humans [5, 49].

The overall immune response to pregnancy is dynamic, whereby the immune tolerant state towards the embryo is also accompanied by some inflammatory responses [24] as protection for the dam, such as increased complement activation [19, 22, 89]. We demonstrated sPIF to upregulate complement component *C3* within the bovine endometrium. *C3* is integral to complement activation, is upregulated in the implantation window in cattle [19] and is suggested to be involved in the maternal to foetal crosstalk around maternal recognition of pregnancy [10]. Furthermore, *LCN2* was upregulated following sPIF treatment. 

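LCN2 (ENSBTAG00000014149) had 3.85 ± 2.76 (SD, n = 7) CPM in Control and 8.31 ± 5.77 (SD, n = 7) in sPIF explants, with 10 to 345 counts per library. Its log2 fold change was 1.18 (standard error 0.18, adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.000105 by DESeq2). It rose in 7 of 7 cows, by 0.35 to 1.69 on the log2 scale.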

Lipocalin 2 is upregulated around the conceptus fixation site in the endometrium of pregnant mares, with expression likely induced by either the conceptus or its secretory products [90] and also has an innate immune role in the endometrium in response to *E*. *coli* [91]. Therefore, the present study suggests that sPIF aids protection of the embryo through both immune suppression, to allow the acceptance of the embryo, and also inflammatory responses against invading pathogens.

### Interferon related genes

During early pregnancy in ruminants, the effects of conceptus derived IFN-τ on the maternal endometrium are mediated by the expression of the two receptor subunits, IFNAR1 and IFNAR2, which comprise the type I interferon receptor [12, 92]. Yet in the present study, *IFNAR2* was downregulated following sPIF treatment, which also corresponded with the downregulation of *IRF-1* and *STAT5a*, transcription factors involved in interferon signalling [11, 93]. In contrast to the present study, endometrial expression of *IRF-1* is upregulated by the conceptus in early pregnancy [19, 94] and *IRF-1* and *STAT5a* upregulated by IFN-τ stimulation in the ovine endometrium [93, 95]. 

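IFNAR2 (ENSBTAG00000015212) fell from 164 ± 21.1 (SD, n = 7) to 125 ± 21.6 (SD, n = 7) CPM, a log2 fold change of -0.40 (standard error 0.091). STAT5A fell from 56.7 ± 20.0 (SD, n = 7) to 41.5 ± 13.3 (SD, n = 7) CPM, a log2 fold change of -0.43 (standard error 0.096). Both fell in 7 of 7 cows, with adjusted p = 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By DESeq2 the adjusted p was 0.0461 for IFNAR2 and 0.0386 for STAT5A. In cow 1 the fall was small, with differences of -0.04 for IFNAR2 and -0.02 for STAT5A on the log2 scale.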

PIF is only a small part of the cross talk between the conceptus and endometrium, and therefore other factors are more likely important in the modulation of interferon related genes compared to PIF. Furthermore, the main effects of PIF may be mediated slightly before that of IFN- τ, as at present there are no data to demonstrate the level of secretion of PIF from the elongated filamentous bovine conceptus, compared to earlier developmental stages. However, it must be noted that although involved in IFN-τ signalling, both *IFNAR2* and *IRF-1* were linked to immune networks in the present study (Table 2 and Fig 4), furthermore, *IRF-1* was one of the top 10 most significantly downregulated DEGs. *IRF-1* is also involved in activation of the immune response and apoptosis [96, 97] and has a role in activating genes such as *VCAM-1* [98]. Thus, the downregulation of *IRF-1* in the present study supports the general response of immune related genes and suggests that the downregulation of *VCAM-1* following sPIF treatment could have been controlled by several pathways, further to those described previously.

### Steroid biosynthesis pathway

The steroid biosynthesis pathway was the only upregulated over-represented KEGG pathway following sPIF treatment, with three genes encoding for enzymes, *CYP24A1*, *DHCR7* and *SQLE* being upregulated. These findings are in line with previous work which has shown sPIF to upregulate the expression of genes involved in the cortisol biosynthesis pathway in non-stimulated bovine adrenocortical cells [99]. Furthermore, Binelli *et al*. [21] identified steroid biosynthesis to be an overrepresented pathway in early pregnancy in cattle and also identified *DHCR7* as being upregulated in the pregnant endometrium. Both *DHCR7* and *SQLE* are anabolic enzymes involved in sterol synthesis reactions thus suggesting a need for endometrial anabolic activities in the embryo-maternal crosstalk [21]. *CYP24A1* catalyses the hydroxylation and degradation of calcitriol. Calcitriol has progesterone-like activity in the early stages of gestation in humans, acting on endometrial receptivity and implantation [100]. Circulating concentrations of calcitriol are increased during pregnancy [101] and are suggested to also increase *CYP24A1* expression in a negative feedback system to prevent over activation of the calcitriol system in pregnancy [100]. Thus, in the present study, sPIF had effects on steroid biosynthesis that would be expected in pregnant endometrium.

## Conclusions

In conclusion, sPIF interacts with the bovine endometrium in a manner that suggests that PIF plays a role in early bovine pregnancy. There are some similarities between the mechanisms PIF uses in the bovine endometrium and those defined in the human endometrium, in that sPIF has clear immune modulatory roles to promote tolerance to the embryo, whilst also maintaining the ability to fight invading pathogens. However, the gene expression response to sPIF was much smaller and muted compared to human studies. Further research is now warranted to better understand the role and, more importantly, the significance of PIF at this critical period of bovine pregnancy.

## Supporting information

S1 Fig PCA plot showing all RNA sequencing replicates prior to the two technical replicates for cows 5–7 being summed together. Variance was evident between the samples on each lane (1 and 2), but not between the technical replicates (2a and 2b) of cows 5–7 which were sequenced twice to ensure similarity in the number of reads between all samples. The first two principle components are displayed.
(PDF) Click here for additional data file.

S2 Fig PCA plots demonstrating principle components 1–4. Variances were detected between animal replicates and samples treated with or without sPIF (100nM). The plot demonstrating principle component 1 and 2 is located in Fig 1B.
(PDF) Click here for additional data file.

S1 Table Differentially Expressed Genes (DEG) following sPIF treatment of the bovine endometrium, compared to the control. Based on P adjusted values (*P*adj<0.1) as assessed by the Bioconductor package, deSeq2 statistical analysis.
(PDF) Click here for additional data file.

S2 Table Summary of classes of KEGG pathways significantly over-represented following sPIF treatment. Based on P adjusted values (False discovery rate: FDR; *P*adj<0.05) as assessed by STRING analysis.
(PDF) Click here for additional data file.

# Supplementary material for: Interaction of preimplantation factor with the global bovine endometrial transcriptome
**Source:** PLoS One. 2020 Dec 7;15(12):e0242874. doi: 10.1371/journal.pone.0242874

**S1 Fig. PCA plot showing all RNA sequencing replicates prior to the two technical replicates for cows 5-7 being summed together.** Variance was evident between the samples on each lane (1 and 2), but not between the technical replicates (2a and 2b) of cows 5-7 which were sequenced twice to ensure similarity in the number of reads between all samples. The first two principle components are displayed.

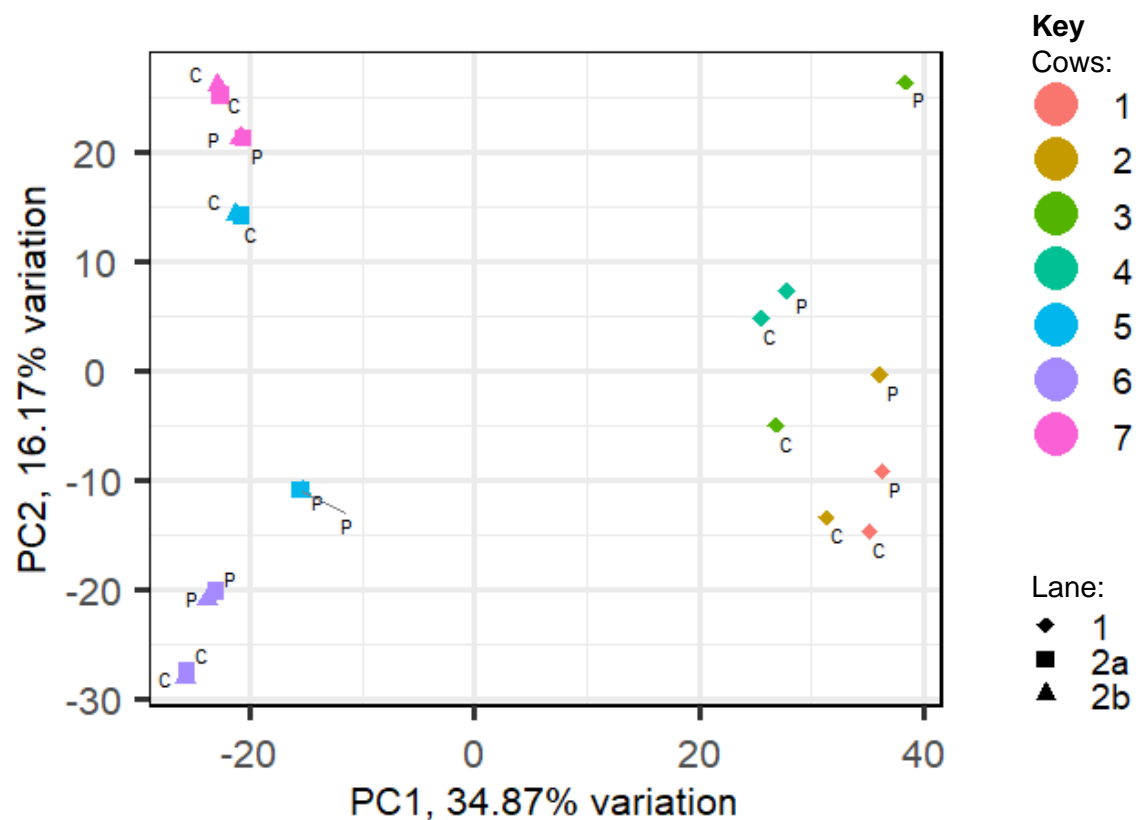

**Supplement:** S1 Fig — Variance was evident between the samples on each lane (1 and 2), but not between the technical replicates (2a and 2b) of cows 5–7 which were sequenced twice to ensure similarity in the number of reads between all samples. The first two principle components are displayed.

# Supplementary material for: Interaction of preimplantation factor with the global bovine endometrial transcriptome
**Source:** PLoS One. 2020 Dec 7;15(12):e0242874. doi: 10.1371/journal.pone.0242874

**S2 Fig. PCA plots demonstrating principle components 1 – 4.** Variances were detected between animal replicates and samples treated with or without sPIF (100nM). The plot demonstrating principle component 1 and 2 is located in Fig 1b.

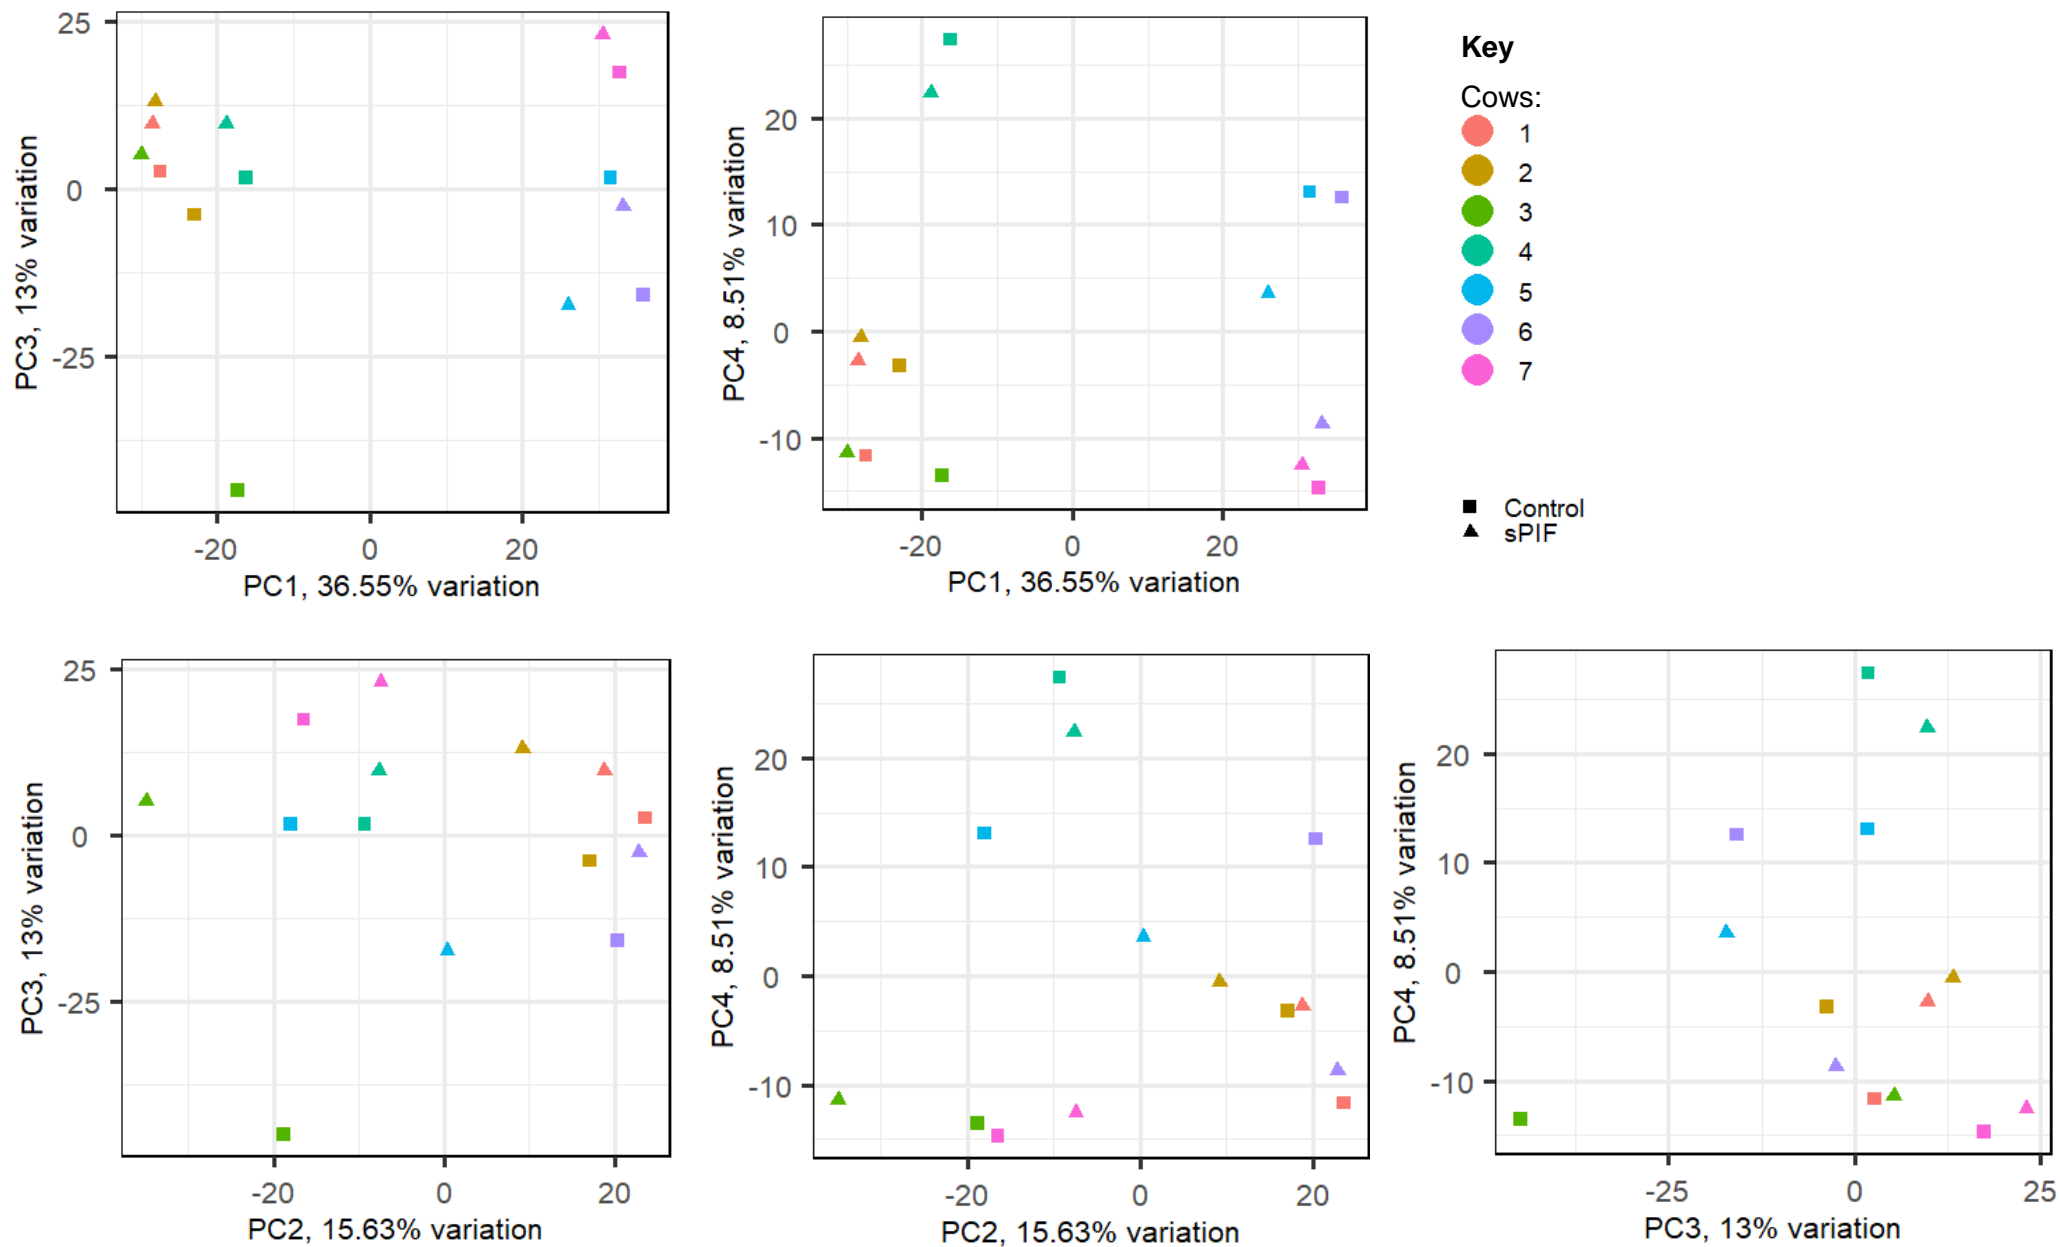

**Supplement:** S2 Fig — Variances were detected between animal replicates and samples treated with or without sPIF (100nM). The plot demonstrating principle component 1 and 2 is located in Fig 1B.

# Supplementary material for: Interaction of preimplantation factor with the global bovine endometrial transcriptome
**Source:** PLoS One. 2020 Dec 7;15(12):e0242874. doi: 10.1371/journal.pone.0242874
**Supplement:** S1 Table — Based on P adjusted values (Padj<0.1) as assessed by the Bioconductor package, deSeq2 statistical analysis.

**S1 Table. 

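S1 Table lists an Ensembl identifier, a log2 fold change, an adjusted p and a symbol for each gene. All 102 genes were matched to the deposited counts, 27 of them after removing an extra 0 from the printed identifier, and 13 carry no symbol. In 5 of the 102 genes, at least 1 library had fewer than 10 counts. With DESeq2 and genes with at least 10 counts in at least 1 sample, a setting chosen after seeing the data, each log2 fold change differed from the printed one by at most 0.000324. DNAJB1 appears under 2 identifiers and HIST1H2AC belongs to a family of similar genes, so reads of these genes could have been split between copies in the authors' counting.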

Differentially expressed genes (DEG) following sPIF treatment of the bovine endometrium, compared to the control.** Based on P adjusted values ( $P_{adj} < 0.1$ ) as assessed by the Bioconductor package, deSeq2 statistical analysis.

| Gene iD             | log2FoldChange | padj     | Gene name  | Description - ensembl                             |
|---------------------|----------------|----------|------------|---------------------------------------------------|
| ENSBTAG00000013705  | -0.63517       | 0.0001   | NFKBIE     | NFkB inhibitor epsilon                            |
| ENSBTAG00000012178  | -0.86986       | 0.000336 | NR1D1      | nuclear receptor subfamily 1 group D member 1     |
| ENSBTAG00000012343  | -0.76812       | 0.003689 | TSPAN5     | tetraspanin 5                                     |
| ENSBTAG00000020270  | -0.57265       | 0.004743 | NFKB1      | nuclear factor kappa B subunit 1                  |
| ENSBTAG00000031231  | -0.76721       | 0.005789 | IRF1       | interferon regulatory factor 1                    |
| ENSBTAG00000011207  | -0.68419       | 0.008343 | CNN1       | calponin 1                                        |
| ENSBTAG00000005280  | -0.67475       | 0.010615 | ADA        | adenosine deaminase                               |
| ENSBTAG00000004305  | -0.48984       | 0.010615 | RGS16      | regulator of G protein signaling 16               |
| ENSBTAG00000007773  | -1.20392       | 0.014501 | VCAM1      | vascular cell adhesion molecule 1                 |
| ENSBTAG00000004036  | -0.71393       | 0.014501 | GJC1       | gap junction protein gamma 1                      |
| ENSBTAG00000032534  | -0.40484       | 0.015062 | RHOF       | ras homolog family member F, filopodia associated |
| ENSBTAG000000046971 | -0.47058       | 0.017626 | novel gene |                                                   |
| ENSBTAG00000020620  | -0.63608       | 0.018348 | novel gene |                                                   |
| ENSBTAG00000000283  | -0.76363       | 0.02042  | CSF1       | colony stimulating factor 1                       |
| ENSBTAG00000007239  | -0.79912       | 0.022772 | TNFAIP6    | TNF alpha induced protein 6                       |
| ENSBTAG00000010497  | -0.38376       | 0.032211 | TRAF2      | TNF receptor associated factor 2                  |

S1 Table

|                    |          |          |            |                                                     |
|--------------------|----------|----------|------------|-----------------------------------------------------|
| ENSBTAG00000021526 | -0.78926 | 0.033947 | RPRM       | reprimin, TP53 dependent G2 arrest mediator homolog |
| ENSBTAG00000048062 | -0.45288 | 0.03439  | KDM6B      | lysine demethylase 6B                               |
| ENSBTAG00000003880 | -0.80597 | 0.037178 | EMILIN2    | elastin microfibril interfacer 2                    |
| ENSBTAG00000018013 | -0.62773 | 0.037178 | EMP3       | epithelial membrane protein 3                       |
| ENSBTAG00000003033 | -0.54209 | 0.037178 | GADD45G    | growth arrest and DNA damage inducible gamma        |
| ENSBTAG00000010303 | -0.68479 | 0.038776 | novel gene |                                                     |
| ENSBTAG00000039657 | -0.70937 | 0.043413 | HIST1H2AC  | histone cluster 1 H2A family member c               |
| ENSBTAG00000009496 | -0.43262 | 0.049669 | STAT5A     | signal transducer and activator of transcription 5A |
| ENSBTAG00000031430 | -0.86848 | 0.050257 | CD83       | CD83 molecule                                       |
| ENSBTAG00000001027 | -0.7483  | 0.050257 | SERPINH1   | serpin family H member 1                            |
| ENSBTAG00000034633 | -0.60669 | 0.050257 | ERO1B      | ERO1-like protein beta precursor                    |
| ENSBTAG00000000436 | -0.43907 | 0.050257 | TNFAIP3    | TNF alpha induced protein 3                         |
| ENSBTAG00000011424 | -0.42482 | 0.050257 | TPM2       | tropomyosin 2 (beta)                                |
| ENSBTAG00000017508 | -0.85547 | 0.051184 | CYSLTR2    | cysteinyl leukotriene receptor 2                    |
| ENSBTAG00000005998 | -0.40018 | 0.051476 | NOCT       | nocturnin                                           |
| ENSBTAG00000016874 | -0.95082 | 0.054949 | DNAJB1     | DnaJ heat shock protein family (Hsp40) member B1    |
| ENSBTAG00000014790 | -0.52389 | 0.054949 | ZBTB2      | zinc finger and BTB domain containing 2             |

S1 Table

|                    |          |          |            |                                                   |
|--------------------|----------|----------|------------|---------------------------------------------------|
| ENSBTAG00000020736 | -0.40052 | 0.054949 | CD40       | CD40 molecule                                     |
| ENSBTAG00000015212 | -0.39836 | 0.055857 | IFNAR2     | interferon alpha and beta receptor subunit 2      |
| ENSBTAG00000037778 | -0.70621 | 0.05625  | novel gene |                                                   |
| ENSBTAG00000020755 | -1.82879 | 0.057043 | SELP       | selectin P                                        |
| ENSBTAG00000012212 | -1.1176  | 0.057043 | CYP26B1    | cytochrome P450 family 26 subfamily B member 1    |
| ENSBTAG00000043250 | -0.54999 | 0.057043 | 7SK        | 7SK RNA                                           |
| ENSBTAG00000023601 | -0.45077 | 0.057043 | CD3EAP     | CD3e molecule associated protein                  |
| ENSBTAG00000013577 | -0.31241 | 0.057043 | SLC1A5     | solute carrier family 1 member 5                  |
| ENSBTAG00000045858 | -1.28803 | 0.062945 | DNAJB1     | DnaJ heat shock protein family (Hsp40) member B1  |
| ENSBTAG00000042377 | -1.26227 | 0.062945 | SNORD33    | Small nucleolar RNA Z195/SNORD33/SNORD32 family   |
| ENSBTAG00000014912 | -1.04395 | 0.062945 | FMOD       | fibromodulin                                      |
| ENSBTAG00000003938 | -0.86198 | 0.062945 | FNDC1      | fibronectin type III domain containing 1          |
| ENSBTAG00000008483 | -0.5502  | 0.062945 | CALCRL     | calcitonin receptor like receptor                 |
| ENSBTAG00000048228 | -0.45696 | 0.062945 | novel gene |                                                   |
| ENSBTAG00000017560 | -0.34219 | 0.062945 | CEBPG      | CCAAT/enhancer binding protein gamma              |
| ENSBTAG00000037539 | -1.19705 | 0.065335 | novel gene |                                                   |
| ENSBTAG00000003253 | -0.82074 | 0.074624 | NPPC       | natriuretic peptide C                             |
| ENSBTAG00000047676 | -1.00733 | 0.075279 | novel gene |                                                   |
| ENSBTAG00000046218 | -0.35543 | 0.075279 | KLF11      | Kruppel like factor 11                            |
| ENSBTAG00000012855 | -0.95058 | 0.076909 | LPL        | Bos taurus lipoprotein lipase (LPL), mRNA         |
| ENSBTAG00000002615 | -0.56713 | 0.077332 | LONrf3     | LON peptidase N-terminal domain and ring finger 3 |

S1 Table

|                     |          |          |            |                                                                       |
|---------------------|----------|----------|------------|-----------------------------------------------------------------------|
| ENSBTAG00000010322  | -0.61103 | 0.078199 | HYOU1      | hypoxia up-regulated protein 1 precursor                              |
| ENSBTAG00000013131  | -0.63791 | 0.078566 | FAM110D    | family with sequence similarity 110 member D                          |
| ENSBTAG00000013066  | -0.63069 | 0.080742 | IGF2       | Insulin-like growth factor II<br>Insulin-like growth factor II Prepti |
| ENSBTAG00000011146  | -0.42251 | 0.080742 | RAB8B      | RAB8B, member RAS oncogene family                                     |
| ENSBTAG00000011912  | -0.26572 | 0.080742 | SLC25A25   | solute carrier family 25 member 25                                    |
| ENSBTAG00000002781  | -0.78357 | 0.084836 | GCNT4      | glucosaminyl (N-acetyl) transferase 4, core 2                         |
| ENSBTAG00000003100  | -0.43445 | 0.086277 | SMTN       | smoothelin                                                            |
| ENSBTAG000000046922 | -0.7068  | 0.087651 | TWIST1     | twist family bHLH transcription factor 1                              |
| ENSBTAG000000024869 | -0.72198 | 0.088135 | CX3CL1     | C-X3-C motif chemokine ligand 1                                       |
| ENSBTAG000000034366 | -0.59751 | 0.088135 | RGS2       | Bos taurus regulator of G-protein signaling 2, 24kDa (RGS2), mRNA     |
| ENSBTAG000000020963 | -0.41129 | 0.088135 | RASSF1     | ras association domain-containing protein 1                           |
| ENSBTAG000000006017 | -0.31965 | 0.088135 | NFKB2      | nuclear factor NF-kappa-B p100 subunit                                |
| ENSBTAG000000031267 | -0.71451 | 0.092811 | SERPINB9   | serpin family B member 9                                              |
| ENSBTAG000000031707 | -0.44093 | 0.092811 | FRMD6      | FERM domain containing 6                                              |
| ENSBTAG000000011511 | -0.43167 | 0.092811 | novel gene |                                                                       |
| ENSBTAG000000006703 | -1.23932 | 0.096598 | PTGDR      | prostaglandin D2 receptor                                             |
| ENSBTAG000000045547 | -0.54536 | 0.097328 | AMIGO3     | adhesion molecule with Ig like domain 3                               |

S1 Table

|                     |          |          |            |                                                |
|---------------------|----------|----------|------------|------------------------------------------------|
| ENSBTAG00000003012  | -0.43748 | 0.097328 | TRAF1      | TNF receptor associated factor 1 [             |
| ENSBTAG000000045710 | -0.86146 | 0.098155 | novel gene |                                                |
| ENSBTAG000000030182 | -0.64957 | 0.098155 | MAPK11     | mitogen-activated protein kinase 11            |
| ENSBTAG00000003018  | -0.61688 | 0.098155 | FSTL3      | follistatin like 3                             |
| ENSBTAG000000021706 | -0.49749 | 0.098155 | TBX3       | T-box 3                                        |
| ENSBTAG00000006322  | -0.45503 | 0.098155 | DENND5A    | DENN domain containing 5A                      |
| ENSBTAG00000001294  | -0.40986 | 0.098275 | PPP1R15A   | protein phosphatase 1 regulatory subunit 15A   |
| ENSBTAG000000014149 | 1.176536 | 0.000142 | LCN2       | lipocalin 2                                    |
| ENSBTAG000000018843 | 1.203375 | 0.001792 | SERPINA1   | serpin family A member 1                       |
| ENSBTAG000000009725 | 0.509654 | 0.007421 | AOX1       | aldehyde oxidase 1                             |
| ENSBTAG000000016255 | 0.654815 | 0.007421 | PLEK2      | pleckstrin 2                                   |
| ENSBTAG000000020657 | 0.427762 | 0.014501 | FAT1       | protocadherin Fat 1 precursor                  |
| ENSBTAG000000016465 | 0.451748 | 0.014501 | DHCR7      | 7-dehydrocholesterol reductase                 |
| ENSBTAG000000020564 | 1.09589  | 0.019214 | novel gene |                                                |
| ENSBTAG000000001545 | 0.990224 | 0.031366 | SLC34A2    | solute carrier family 34 member 2              |
| ENSBTAG000000002765 | 0.735138 | 0.032683 | CYP24A1    | cytochrome P450 family 24 subfamily A member 1 |
| ENSBTAG000000015830 | 1.021337 | 0.051184 | SLC5A5     | solute carrier family 5 member 5               |
| ENSBTAG000000005498 | 0.314534 | 0.057043 | SQLE       | squalene epoxidase                             |
| ENSBTAG000000020784 | 0.354524 | 0.057043 | pseudogene |                                                |
| ENSBTAG000000003140 | 1.018463 | 0.057043 | CRYGS      | crystallin gamma S                             |

S1 Table

|                    |          |          |            |                                                                 |
|--------------------|----------|----------|------------|-----------------------------------------------------------------|
| ENSBTAG00000011987 | 0.510289 | 0.065335 | C14orf1    | chromosome 14 open reading frame 1                              |
| ENSBTAG00000014229 | 0.575726 | 0.065335 | SYT17      | synaptotagmin 17                                                |
| ENSBTAG00000000198 | 1.140032 | 0.065335 | novel gene |                                                                 |
| ENSBTAG00000019382 | 0.443074 | 0.066521 | PKDCC      | protein kinase domain-containing protein, cytoplasmic precursor |
| ENSBTAG00000021127 | 0.722708 | 0.074624 | GNA14      | G protein subunit alpha 14                                      |
| ENSBTAG00000004896 | 0.414438 | 0.076909 | ABLIM3     | actin binding LIM protein family member 3                       |
| ENSBTAG00000037988 | 0.407235 | 0.084836 | ZSCAN31    | zinc finger and SCAN domain containing 31                       |
| ENSBTAG00000004990 | 0.316392 | 0.088135 | NEO1       | neogenin 1                                                      |
| ENSBTAG00000003076 | 0.608566 | 0.088135 | NT5DC1     | 5'-nucleotidase domain containing 1                             |
| ENSBTAG00000017280 | 0.566862 | 0.09151  | C3         | complement C3 preproprotein                                     |
| ENSBTAG00000038520 | 0.594617 | 0.092811 | novel gene |                                                                 |

# Supplementary material for: Interaction of preimplantation factor with the global bovine endometrial transcriptome
**Source:** PLoS One. 2020 Dec 7;15(12):e0242874. doi: 10.1371/journal.pone.0242874
**Supplement:** S2 Table — Based on P adjusted values (False discovery rate: FDR; Padj<0.05) as assessed by STRING analysis.

**S2 Table. Summary of classes of KEGG pathways significantly over-represented following sPIF treatment.** Based on P adjusted values (False discovery rate: FDR;  $P_{adj} < 0.05$ ) as assessed by STRING analysis.

| <b>Class</b>                                | <b>Subclass</b>                      | <b>Number of KEGG pathways</b> |
|---------------------------------------------|--------------------------------------|--------------------------------|
| <b>Human Diseases</b>                       | Infectious diseases                  | 14                             |
|                                             | Cancers                              | 5                              |
|                                             | Cardiovascular disease               | 1                              |
|                                             | Endocrine and metabolic disease      | 1                              |
|                                             | Immune disease                       | 1                              |
| <b>Environmental Information Processing</b> | Signal Transduction                  | 3                              |
|                                             | Signalling Molecules and Interaction | 1                              |
| <b>Organismal Systems</b>                   | Development                          | 1                              |
|                                             | Immune system                        | 7                              |
|                                             | Endocrine system                     | 2                              |
| <b>Metabolism</b>                           | Lipid metabolism                     | 1                              |
| <b>Cellular Processes</b>                   | Cell growth and death                | 2                              |
| <b>Genetic Information Processing</b>       | Folding, sorting and degradation     | 1                              |

How the deposited data were processed for this re-analysis (not part of the article)

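RNA from 14 endometrial explants of 7 cows, 1 Control and 1 treated with 100 nM sPIF for 30 h from each, was sequenced by the authors as paired-end reads. The authors trimmed the reads, mapped them with Bowtie 2 to the UMD3.1 bovine assembly with Ensembl annotation, and counted reads on genes with featureCounts. For cows 5 to 7, sequenced in 2 runs, they added the counts of both runs. The deposited table holds these raw counts, without normalization, in 1 column per library. Its last row held the column totals, equal to the sum over the 24616 genes in every column, and was left out. Each column was assigned to its library by the sample number in its name.

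Lane, progesterone group, dose and time were taken from the paper. The pairing of the explants comes from the labels and the paper. It was checked by correlating, across genes, the deviations of the 2 explants of a cow from their group means. The correlation was between 0.412 and 0.764 for the 7 cows, with a median of 0.667, against -0.559 to 0.543 with a median of -0.121 for explants of different cows, so the ranges overlap.

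The total count per library lay between 15885642 and 28625724, with a median of 18886976. The genes tested had at least 10 counts in every library. Precision is given as the spread between cows, from which counting error was not separated.

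The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test, cow as a block and Benjamini-Hochberg adjustment, with thresholds of 0.1 and 0.05. Interactions of sPIF with lane and with progesterone group were added to this design. Lane and progesterone group themselves were tested on counts summed over the 2 explants of each cow, since they do not vary within a cow. CPM, counts scaled to a common library size, were TMM normalized, and differences within a cow were taken on log2 CPM with a prior count of 2. Principal components, sums of squares and distances used DESeq2 1.42.0's regularised log, blind to the groups. Exact tests used 128 sign flips or 64 label swaps within cows, the 35 splits of the cows into 4 and 3, or all pairings of Control with sPIF explants.

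The alternatives were DESeq2's Wald test with and without a prior on the fold changes, limma-voom (limma 3.58.1), median-of-ratios and upper quartile normalization, other filters on low counts, no block for cow, each cow left out in turn, and each lane alone. For the principal components they were the 500 most variable genes, a variance stabilising transformation and log2 CPM. They were set before the data were examined, and the few added later are named as such.

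The tests were checked on simulated counts, drawn for the 13233 tested genes with their fitted means and estimated dispersions and with 200 genes changed. Each gene was drawn independently, so differences that genes share within a cow were not simulated. The rates below may therefore not hold for the real explants. The quasi-likelihood test recovered 92.2% of genes changed 2-fold and 49.6% of genes changed 1.5-fold, with 10.0% and 10.8% of its calls among unchanged genes. DESeq2 recovered 94.0% and 68.9%, counting genes to which it gave no adjusted p as not called, with 24.2% and 26.5% of its calls among unchanged genes. With no gene changed, the quasi-likelihood test called 0 and DESeq2 15.2 genes on average over 5 simulations.

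The named genes are those the paper names as changed by sPIF in its tables or text. The rule also admitted the genes with the largest changes below an adjusted p of 0.1 in 7 of 7 cows, of which there were 0 in the main test, where 1061 genes had an unadjusted p under 0.05. Symbols came from the paper's S1 Table. None of the 24616 identifiers matched the gene name table used here, so tests of gene lists and cell type markers were not run, and gene ontology, pathway and protein network analyses were not repeated. The sequencing runs of cows 5 to 7 were not analysed separately.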

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

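The tests in this part on library size, on abundant genes, on a mislabelled sample and on exchanged explants were chosen after the results had been seen. The gap between the farthest value and the nearest of the others was compared with the range in 55 groups of 7 values. It passed the 95% limit in 4 groups, where chance gives 2.75.

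The log2 differences between the explants of cow 3 had an SD over genes of 0.759, against 0.347 to 0.510 in the other cows. A shallow library is argued against, since the shallower library of cow 3 ranked 6 of 14 from the shallowest. A few genes taking more of the counts stays open. The share of the 10 most abundant genes differed by 4.73 percentage points between the explants of cow 3, more than in any other cow, although it differed by 4.05 in cow 6, where the SD was 0.494, and 1 cow cannot decide it. A mislabelled sample stays open. If an explant of cow 3 came from elsewhere, it would lie nearer to explants of other cows than to its partner. This was so, since the partner ranked 3 and 7 among the 13 other explants by distance. These ranks largely restate the large difference between the explants of cow 3, which other causes would also give, so this outcome cannot decide it. A second test, chosen after this outcome had been seen, argues against an exchange of 2 Control or of 2 sPIF explants between these 7 cows, since only 1 pairing of Control with sPIF explants, the labelled one, gave a mean distance as small. It does not cover an exchange of a Control explant of 1 cow with an sPIF explant of another, or an explant from another source. A different mix of tissue in the 2 explants, or a larger response to sPIF in this cow, stays open and was not tested.

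The Control library of cow 3 had a total count of 25771250, while the other Control libraries had 15885642 to 19185319. The total of a library reflects loading and sequencing, and no biological explanation was tested. The Control library of cow 7 had 12.5% of its counts in its 10 most abundant genes, against 5.55% to 8.20% in the other Control libraries. The sPIF library of the same cow had 12.3%, so the pattern goes with the cow. No further explanation was tested.

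GNA14 fell by 0.48 on the log2 scale in cow 1, while it rose by 0.67 to 1.24 in the other cows. It was the only 1 of the 47 genes named by the paper with a cow so far from the others, and chance gives about 1 in 20 groups. No explanation was tested.

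The sPIF effect differed between lanes for 175 genes by DESeq2, and for 0 genes by edgeR's quasi-likelihood test, where 1516 genes had an unadjusted p under 0.05. Of the 35 splits of the cows into 4 and 3, 2 gave at least 175 DESeq2 calls. The larger, with 331 calls, set cows 4 to 7 against cows 1 to 3. By the count of genes with an unadjusted p under 0.05 in edgeR, 1 of the 35 splits, the true one, was as large, against 1473 in the next largest, which again set cows 4 to 7 against cows 1 to 3, and a median of 465 genes. Lane is confounded with cow, so a response that differs between cows and an effect of sequencing cannot be told apart, since 0 cows were sequenced in both lanes.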

How the results depend on the processing

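The likelihood ratio test, the settings that combine DESeq2 with another filter, the division of counts by 2, and DESeq2 with cows left out, lanes alone or no block were chosen after seeing the data. The other alternatives were set before the data were examined.

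The test was the choice that changed the sPIF results. Against 0 genes in the paired quasi-likelihood fit, the number of genes at an adjusted p below 0.1, at an adjusted p below 0.05, and changed over 2-fold was 100, 44 and 11 with DESeq2. With DESeq2's prior on the fold changes it was 94, 42 and 0. With edgeR's likelihood ratio test it was 72, 23 and 7. With DESeq2 it was 101, 32 and 15 for genes with at least 10 counts in at least 1 sample, 102, 34 and 15 for genes with a mean count of at least 10, and 65, 22 and 7 with the counts divided by 2. limma-voom, both other normalizations, the 3 other filters, either lane alone and the counts divided by 2 in edgeR called 0 genes, with 971 to 1639 genes at an unadjusted p under 0.05. Leaving out 1 cow in turn gave 0 to 0 genes, with 724 to 1578 at an unadjusted p under 0.05. Without the block for cow the quasi-likelihood test called 0 genes, with 200 at an unadjusted p under 0.05, and its interactions with lane and progesterone group also called 0, with 645 and 29 genes at an unadjusted p under 0.05.

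The DESeq2 count of 100 genes depended on the cows included. It ranged from 28 to 217 genes across the 7 fits that each left out 1 cow, the lowest without cow 6 and the highest without cow 5. Of the 100 genes, 22 were called again without cow 6 and 64 without cow 5. Cows 1 to 4 alone gave 216 genes, of which 17 were among the 100, and cows 5 to 7 alone gave 80, of which 21 were. The balance of directions also moved, from 78 down and 22 up with all cows to 78 down and 138 up in cows 1 to 4 and 109 down and 108 up without cow 5. The other fits on fewer cows kept more genes down than up. Cows 5 to 7 gave 53 down and 27 up, and the fit without cow 1 gave 155 down and 24 up. The fits without cow 2, 3, 4, 6 or 7 ranged from 19 down and 9 up to 34 down and 12 up. DESeq2 without pairing by cow called 0 genes, with 256 at an unadjusted p under 0.05. With the counts divided by 2, it called 65 genes, all among the 100.

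The log2 fold changes of the 47 named genes kept their direction in all 1075 fits of other settings. They passed an adjusted p of 0.1 in 92 of the fits set before the data were examined, all by DESeq2.

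The interaction of lane with sPIF went from 0 to 175 genes, and the difference between progesterone groups from 0 to 24 genes, with DESeq2. The cause was not tested. The genes that differed between lanes stayed within 1.5 times of 5236, from 3546 to 5637.

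Shares of variance moved by more than their SD over sets leaving out 1 cow in these cases. With the 500 most variable genes PC2 was 20.5% and PC1 with PC2 58.3%. With log2 CPM, PC1 was 36.1%, PC2 16.0% and PC3 13.9%. With at least 10 counts in at least 1 sample, PC1 was 35.9% and PC2 16.6%. Under 1000 in place of 10000 counts, the share of genes was 69.4%, and of S1 Table genes 57.8%. The planned fit with 1 run for cows 5 to 7 and the tests of gene lists were not run.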

Differences from the paper's values

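The paper's reported number of genes at an adjusted p below 0.1 is 102, against 0 by the paired quasi-likelihood test of edgeR, where 1061 genes had an unadjusted p under 0.05. Of these the paper reports 78 down and 24 up, against 0 and 0. The paper's number at an adjusted p below 0.05 is 33, against 0. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of these values, with 100 genes, 78 down and 22 up, and 44 at 0.05. So did DESeq2 with a prior on the fold changes, with 94 genes, 74 down and 20 up, and 42 at 0.05. The others did not, namely limma-voom, both normalizations, the 3 filters, the fit without a block and each lane alone. DESeq2 with a mean count of at least 10 gave 102 genes, 78 down and 24 up, and DESeq2 with at least 10 counts in at least 1 sample gave 101, both chosen after seeing the values. edgeR's likelihood ratio test, also chosen after seeing the values, gave 72 genes, 55 down and 17 up, and 23 at 0.05, within 1.5 times of the paper's values. The quasi-likelihood fit with its variances taken as known, a test also chosen after seeing the values, called 276 genes.

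The adjusted p in the paper's S1 Table is 0.00474 for the log2 fold change of NFKB1, 0.00579 for the log2 fold change of IRF1 and 0.0915 for the log2 fold change of C3, against 0.525 for each here. With DESeq2 the values were 0.00454, 0.00606 and 0.0979. With DESeq2's prior on the fold changes they were 0.00496 for NFKB1, 0.00555 for IRF1 and 0.0821 for C3. The other alternatives set before the data were examined did not close these gaps. Of the settings chosen after seeing the values, DESeq2 with a mean count of at least 10 gave 0.00460 for NFKB1, 0.00572 for IRF1 and 0.0915 for C3, DESeq2 with at least 10 counts in at least 1 sample gave 0.00464 for NFKB1, 0.00556 for IRF1 and 0.0930 for C3, and edgeR's likelihood ratio test gave 0.00818 for NFKB1, 0.00899 for IRF1 and 0.0955 for C3. DESeq2 on the counts divided by 2, also chosen after seeing the values, gave 0.00636 for NFKB1 and 0.00677 for IRF1, and 0.114 for C3.

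The paper's share of its differentially expressed genes under 10000 counts is 58.8%, against 98.0% here. Under 1000 counts, an alternative set before the data were examined, the share was 57.8%, and with counts normalized by size factors, chosen after seeing the values, it was 58.8%.

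S1 Table holds 15 genes that changed more than 2-fold by the paper's own log2 fold changes, against 0 here by edgeR. DESeq2 gave 11 genes, and DESeq2 with at least 10 counts in at least 1 sample, chosen after seeing the values, gave 15. The paper states in its text that none did. Under DESeq2's prior on the fold changes the count was 0 of 94 called genes. The values printed in S1 Table matched DESeq2 without this prior, with at least 10 counts in at least 1 sample, to within 0.000324. The prior is therefore not the source of that table's values.

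The paper states that lane had no effect on the data set and no interaction with sPIF. It also reports that its heat map and PCA clearly separated the samples of each lane. Its Methods describe testing whether the sPIF effect differed between lanes, which is another measure than a difference between the cows of the lanes. Here 5236 of 13233 genes differed between the cows of the lanes, and DESeq2 called 175 genes for the interaction, where edgeR called 0. The paper also states that serum progesterone concentration had no effect. DESeq2 called 24 genes between the progesterone groups, where edgeR called 0, with 458 genes at an unadjusted p under 0.05. The groups were unevenly spread over the lanes and these fits had no term for lane, so the 24 genes need not reflect progesterone. With lane in the same fit, edgeR called 0 genes.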

Other observations

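The tests in this part of variances taken as known, of the likelihood ratio test, of outlying counts, of the correlation between lanes, of even counts, and of library size and sequencing between lanes were chosen after the results had been seen.

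With the labels swapped within cows, 8 of the 64 labelings, the true one included, gave at least the 100 genes that DESeq2 called, with a median of 1.5 and a maximum of 387. In edgeR, 8 of the 64 labelings gave at least 1061 genes with an unadjusted p under 0.05. Both counts are within what other labelings of the same explants give, so the number of calls alone does not separate sPIF from other differences between the explants of a cow. This does not show that no gene responded. Of all tested genes, 2.93% changed in the same direction in 7 of 7 cows, where chance gives 1.56% on average, and 3.68% did so with the labels of cows 5 to 7 swapped.

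The gap between the tests is consistent with how they treat uncertain variances. With the shrunken variances of the quasi-likelihood fit taken as known, and nothing else changed, 276 genes were called in place of 0. Taking them as known can only add calls, so the test bears on their number alone. The likelihood ratio test, which takes each gene's own dispersion as known, called 72 genes, but it also differs from the quasi-likelihood fit in its dispersions, which ranged from 0.0113 to 0.515 against 0.0292 to 0.0764. In simulated counts with no gene changed, drawn independently for each gene, DESeq2 called 15.2 genes on average and the quasi-likelihood test 0. Labels swapped within cows on the real explants gave from 0 to 387 DESeq2 calls, so the simulated number does not carry over to them. Whether outlying counts in single cows add to the gap cannot be told apart from the selection, since all 100 DESeq2 calls moved the same way in at least 6 of 7 cows but had been chosen by the test itself.

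The mean sPIF effect across genes in cows 1 to 4 had a correlation of -0.022 with that in cows 5 to 7, and 34 of the 64 labelings gave a correlation as high. DESeq2 in each lane alone shared 6 calls among the genes tested in both, 4 of them in the same direction, where 1.25 would be shared if the calls were unrelated.

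Along PC1, the component that separates the lanes, the sPIF explant lay below the Control explant in 7 of 7 cows, with a difference of -2.84 ± 2.43 (SD, n = 7; exact two-sided permutation test, p = 0.0156, the smallest that 7 pairs allow, and 0.0625 after Benjamini-Hochberg adjustment over 4 components).

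The difference between lanes in 5236 genes was reached by 1 of the 35 splits of the cows, the true one. Total counts per cow did not separate the lanes (exact two-sided permutation test, p = 0.571), which argues against library size. Sequencing lane and the different cows in it cannot be told apart, since 0 cows were in both. For progesterone group, 16 of the 35 splits gave at least 458 genes with an unadjusted p under 0.05, and for its interaction with sPIF 31 of the 35 splits gave at least 187.

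In 14 of 14 libraries more genes had exactly 2 counts than exactly 1, by 1.18 to 2.50 times, which is what counting both reads of a pair would give. The counts also summed to 286426263, above the paper's 245924502 paired-end reads. Among counts from 1 to 20, even counts were 60.4% ± 0.713 (SD, n = 4 cows) in lane 1 and 53.5% ± 1.93 (SD, n = 3 cows) in lane 2 (exact two-sided permutation test, p = 0.0286). Each library of lane 2 is the sum of 2 runs counted separately, while each library of lane 1 is a single run. Adding 2 counts can by itself lower the share of even counts, so this difference is no evidence of a fault in lane 2. Whether a read of a pair was also lost more often in lane 2, or its runs were counted in another way, cannot be told from gene totals. With the counts divided by 2, DESeq2 called 65 genes in place of 100.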
